# Distinctive gene expression patterns and imprinting signatures revealed in reciprocal crosses between cattle sub-species

**DOI:** 10.1186/s12864-021-07667-2

**Published:** 2021-06-03

**Authors:** Ruijie Liu, Rick Tearle, Wai Yee Low, Tong Chen, Dana Thomsen, Timothy P. L. Smith, Stefan Hiendleder, John L. Williams

**Keywords:** Cattle, Fetal development, Transcriptome

## Abstract

**Background:**

There are two genetically distinct subspecies of cattle, *Bos taurus taurus* and *Bos taurus indicus,* which arose from independent domestication events. The two types of cattle show substantial phenotypic differences, some of which emerge during fetal development and are reflected in birth outcomes, including birth weight. We explored gene expression profiles in the placenta and four fetal tissues at mid-gestation from one taurine (*Bos taurus taurus*; Angus) and one indicine (*Bos taurus indicus*; Brahman) breed and their reciprocal crosses.

**Results:**

In total 120 samples were analysed from a pure taurine breed, an indicine breed and their reciprocal cross fetuses, which identified 6456 differentially expressed genes (DEGs) between the two pure breeds in at least one fetal tissue of which 110 genes were differentially expressed in all five tissues examined. DEGs shared across tissues were enriched for pathways related to immune and stress response functions. Only the liver had a substantial number of DEGs when reciprocal crossed were compared among which 310 DEGs were found to be in common with DEGs identified between purebred livers; these DEGs were significantly enriched for metabolic process GO terms. Analysis of DEGs across purebred and crossbred tissues suggested an additive expression pattern for most genes, where both paternal and maternal alleles contributed to variation in gene expression levels. However, expression of 5% of DEGs in each tissue was consistent with parent of origin effects, with both paternal and maternal dominance effects identified.

**Conclusions:**

These data identify candidate genes potentially driving the tissue-specific differences between these taurine and indicine breeds and provide a biological insight into parental genome effects underlying phenotypic differences in bovine fetal development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07667-2.

## Background

There are substantial phenotypic and genetic differences among cattle breeds, in particular between indicine and taurine breeds (Bovine HapMap Consortium 2009). The taurine and indicine subspecies of cattle arose from independent domestication events resulting in a high degree of genetic divergence [1]. Phenotypically, indicine cattle are more tolerant of hot, humid environments and show greater resistance to parasites such as ticks; hence they are better adapted to survive in tropical areas [2]. However, the productivity of indicine cattle is lower than taurine cattle across a range of traits when measured in temperate zones, including growth and meat quality. Crossbreeding has been used to harness the positive traits of the two types to improve the performance of cattle in tropical environments [3]. Genes such as *MSRB3* and *PLAG1,* which are involved in energy and muscle metabolism, have been shown to have subspecies-specific alleles that affect weight and body condition [4]. However, the genetic factors involved in adaptation to tropical conditions remain largely unknown.

Phenotypic differences between indicine and taurine breeds emerge during fetal development [5] and are reflected in birth outcomes, including birth weight [6]. Fetal growth rate accelerates after mid-gestation (~day 150) [7] and subspecies-specific phenotypes emerge. For example, taurine cattle have a greater myotube cross sectional area and greater bone size than indicine cattle at day 153 [8, 9]. Maternally inherited genes have been shown to contribute disproportionately to myofiber development and muscle and bone in reciprocal crosses, suggesting parent-of-origin imprinting effects [8, 9].

Advances in genome sequencing technology have facilitated the detailed exploration of transcriptome complexity and dynamics. Studies of gene expression in adult bovine tissues, including muscle [10], liver [11, 12], mammary gland [13] and adipose tissue [14] from either taurine or indicine breeds have identified genetic variation associated with differences in feed efficiency, milk composition and deposition of intramuscular fat. However, there is little information available on differences in gene expression between breeds during fetal development. A comparison of gene expression between taurine and indicine breeds may provide biological insights into the origin of their phenotypic differences.

This study investigated the transcriptome of the placenta and four somatic tissues at mid-gestation from two cattle breeds (Angus and Brahman) and their reciprocal crosses. The differentially expressed genes (DEGs) detected between the breeds and between the reciprocal crosses at this fetal stage represent candidates that may be involved in establishing phenotypic differences between the cattle subspecies.

## Results

### Expression profiles of five tissues

A total of 120 samples were analysed, which comprised brain, liver, lung, muscle and placenta samples from 3 pure Angus, 3 pure Brahman, 3 Brahman cross Angus and 3 Angus cross Brahman fetuses. 

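The 24 fetuses were collected at day 153 of gestation and carry 4 genotypes, written here with the sire first: Bt (Angus), Bi x Bt (Brahman sire, Angus dam), Bt x Bi (Angus sire, Brahman dam) and Bi (Brahman). Each genotype has 3 female and 3 male fetuses. The values used are read counts per gene from 116 RNA sequencing libraries, 24 of brain, 24 of liver, 22 of lung, 23 of muscle and 23 of placenta. Every genotype has 6 libraries per tissue, except 5 for Bi x Bt lung, Bi lung, Bi muscle and Bi x Bt placenta. A gene therefore has 5 or 6 fetuses behind each group mean, and the same fetus supplies several tissues.

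The authors depleted ribosomal RNA, sequenced pairs of 75 bases for brain, lung and placenta and pairs of 100 bases for liver and muscle, aligned the reads with HISAT2 to the Brahman genome plus the Angus Y chromosome, and counted reads per gene. They tested with limma-voom, with noisy samples down-weighted and sequencing runs adjusted for. From the counts, the groups were compared here with edgeR quasi-likelihood tests, all 4 genotypes of a tissue in 1 fit, on genes above 0.5 CPM (the usual unit of counts scaled to an equal total per library) in at least as many libraries as the smallest group has. A gene is called at an adjusted p (Benjamini and Hochberg false discovery rate) under 0.05, log2 fold changes are Bt minus Bi or Bt x Bi minus Bi x Bt unless another order is given, and the error given with a fold change is its standard error. The runs are not in the files, so no run was adjusted for.

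Counts assigned to genes per library run from 23209363 to 128934344 in brain (median 35813421.5), 23393272 to 77364862 in liver (36966306.5), 23929815 to 98395205 in lung (28085121), 42011958 to 84808185 in muscle (56728929) and 21870472 to 48684246 in placenta (30445228).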

Between 60 and 100 M 100 bp PE reads, or 90-130 M 75 bp PE reads per sample passed quality control. Reads were aligned to the extended Brahman reference genome (UOA_brahman_1 plus non-PAR Y chromosome from UOA_angus_1) using *hisat2* with default settings, giving an average mapping rate of 89%. 

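The 5 tissues express similar numbers of genes, and their order depends on the limit used. The smallest group holds 6 libraries in brain and liver and 5 in lung, muscle and placenta. Above 0.5 CPM in at least as many libraries as the smallest group holds are 16641 genes in lung, 16616 in liver, 16513 in brain, 16244 in muscle and 16011 in placenta. Genes known only by a locus symbol, without a name from another species, make up 17.6% of these in liver, 16.3% in muscle, 16.2% in lung, 15.6% in placenta and 15.5% in brain.

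Counting a gene that passes in any 1 library raises the numbers to 17582 in liver, 17510 in lung, 17497 in brain, 17121 in placenta and 16924 in muscle. Requiring every library lowers them to 14831 in lung, 14829 in brain, 14694 in muscle, 14582 in liver and 13779 in placenta. Single libraries express 14961 to 16457 genes.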

The total number of expressed genes among samples ranged from 16,368 to 17,013 and showed no substantial variation between tissues. There was a high correlation coefficient between expression of the same genes in each tissue in pure bred Brahman (Bi) and Angus (Bt) (Supplementary Fig. 1a-e). 

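Most genes sit at the same level in Bt and Bi fetuses, and a small number are nearly silent in one subspecies and clearly expressed in the other. In placenta, the zinc finger gene ZNF215, from an imprinted region in humans, averaged 1.30 ± 0.38 CPM in 6 Bt and 58.2 ± 36.9 in 6 Bi fetuses. In liver, FRMD1, a scaffold gene of the Hippo growth pathway, averaged 1.76 ± 0.53 CPM in Bt and 43.0 ± 25.6 in Bi. In lung, the serotonin receptor gene HTR1B averaged 2.98 ± 1.15 CPM in 6 Bt and 29.1 ± 9.91 in 5 Bi fetuses.

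Across expressed genes, the group means in log2 CPM correlate at a Pearson r of 0.988 in muscle, 0.986 in brain, 0.984 in liver, 0.984 in lung and 0.982 in placenta. Rank correlations run from 0.989 in placenta and liver to 0.992 in brain and muscle. Between single libraries, the median r is 0.987 within Bt and 0.984 within Bi muscle, against 0.977 across the subspecies. The other tissues keep that order, with 0.975 and 0.970 within against 0.960 across in placenta.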

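Among 19407 genes expressed somewhere, 13778 pass the expression limit in brain, liver, lung, muscle and placenta alike. The growth factor gene IGF2 is the most abundant transcript of lung, ranks 10 in placenta, 22 in muscle and 28 in liver, and falls to rank 8921 in brain. EEF1A1, a core translation factor, ranks 5 in lung, 35 in muscle, 40 in liver, 41 in brain and 48 in placenta. The fibrillar collagen gene COL3A1 ranks 3 in lung and 6 in muscle, then 47 in placenta, 74 in liver and 2669 in brain. ACTB, the cytoskeletal actin, ranks 9 in placenta, 27 in lung, 44 in brain, 138 in liver and 417 in muscle. The imprinted gene PEG3 ranks 4 in placenta and 18 in liver, but 375 in brain, 1570 in muscle and 2664 in lung.

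Ranks are by the mean log2 CPM over all 22 to 24 libraries of a tissue. No gene is among the 20 most abundant in all 5 tissues. The locus LOC113885947 is there in 4 tissues, LOC113879939 in 3, 10 genes in 2 and 73 genes in 1. Counting genes above the limit in any library gives 14695 in all 5 tissues, and counting those above it in every library gives 11868.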

There were 14,143 genes expressed in all tissues (Supplementary Fig. 1f) with 5 genes consistently represented among the 20 most abundant transcripts in all five tissues: Insulin-Like Growth Factor 2 (*IGF2*), Eukaryotic Translation Elongation Factor 1 Alpha 1 (*EEF1A1*), Collagen Type III Alpha 1 Chain (*COL3A1*), Actin Beta (*ACTB*) and the paternally expressed gene 3 (*PEG3*).

Multi-scaling analysis grouped samples from each of the 5 tissues into tight clusters which were distinct from each other (Fig. 1a)*.* A multi-factor model was used to account for and remove tissue effects, after which a PCA separated the samples by genetic groups in the first principle component (x-axis) and by sex in the second principle component (y-axis) (Fig. 1b). 

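Tissue identity dominates the transcriptome, and once it is removed the leading dimension follows the sex of the fetus and the next one its subspecies. With tissue means removed, the crosses sit between the pure subspecies, each nearer to its sire's side. On the axis that orders genotypes, female Bt libraries average 0.558 ± 0.057, Bt x Bi 0.114 ± 0.052, Bi x Bt -0.0905 ± 0.053 and Bi -0.605 ± 0.096 (15 libraries each). Male libraries average 0.588 ± 0.075 in Bt and 0.0796 ± 0.052 in Bt x Bi (15 each), -0.0772 ± 0.026 in Bi x Bt and -0.667 ± 0.071 in Bi (13 each).

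Distances between all 116 libraries rest on the 500 genes that differ most in each pair. Dimension 1 then holds 33.0% and dimension 2 27.5% of the variance, and tissue explains a share of 0.999 and 0.998 of them. After each tissue's mean is removed, dimension 1 holds 19.1% and sex explains 0.984 of it. Dimension 2 holds 10.7% and genotype explains 0.978. Leaving out the X and Y chromosomes ends the order of the axes: genotype then explains 0.979 of dimension 1.

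**Figure D1:**
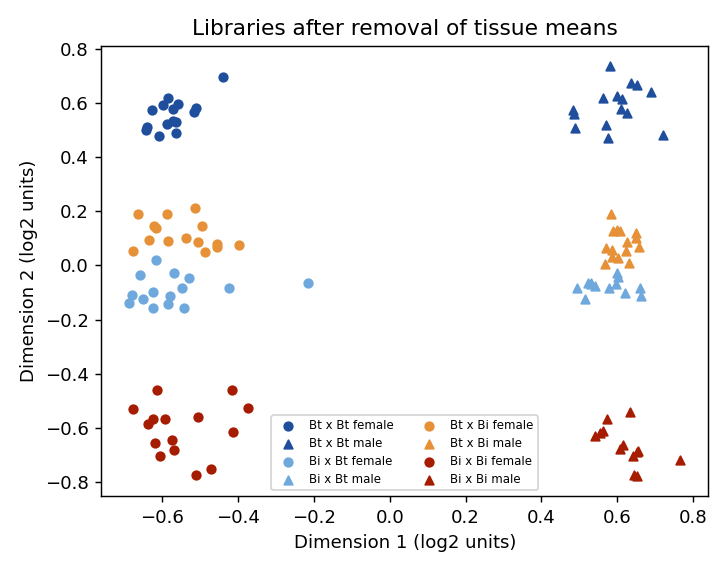
Multi-dimensional scaling of the libraries after each tissue's mean was removed, with 1 point per library, coloured by genotype and shaped by sex. Dimension 1 separates females from males and dimension 2 places both crosses between Bt and Bi.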

The expression for each tissue from each genetic type showed the same pattern within sex, with the 2 purebred groups well separated for all tissues, while the reciprocal crosses were less well separated (Supplementary Fig. 2a-e). 

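Within each sex, Bt and Bi stand apart in every tissue, and the reciprocal crosses stand closer together in all of them. Lung keeps the pure subspecies far apart in both sexes. Female livers of the crosses lie further apart than those of any other tissue.

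The distance between the means of both groups, divided by their spread within groups, was 16.6 in female and 21.8 in male lungs for Bt against Bi. It was 9.81 and 13.9 in brain, 22.3 and 4.08 in liver, 9.44 and 9.44 in muscle, and 6.09 and 6.44 in placenta. For Bt x Bi against Bi x Bt, it was 1.5 in female and 1.80 in male brains, 8.99 and 1.90 in liver, 2.89 and 4.04 in lung, 3.15 and 0.641 in muscle, and 0.586 and 3.17 in placenta. Each value rests on 3 fetuses per group and sex at most, so it describes these fetuses and carries no test.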

The 20 most highly expressed genes in each tissue are reported in Supplementary Table 1.

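The most abundant transcript is AHSG, the fetal plasma protein fetuin A, in liver (mean log2 CPM 14.9), the giant sarcomere gene TTN in muscle (15.7) and the growth factor IGF2 in lung. In brain it is the locus LOC113879939 (12.3) and in placenta the locus LOC113886273 (13.7). Of the 20 most abundant genes, those known only by a locus symbol number 11 in placenta, 6 in liver, 6 in muscle, 3 in lung and 1 in brain.

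Each mean is over all 4 genotypes of the tissue, after the library sizes were scaled. The values describe abundance without correction for gene length, so long transcripts such as TTN rank higher than they would per molecule.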

**Fig. 1:**
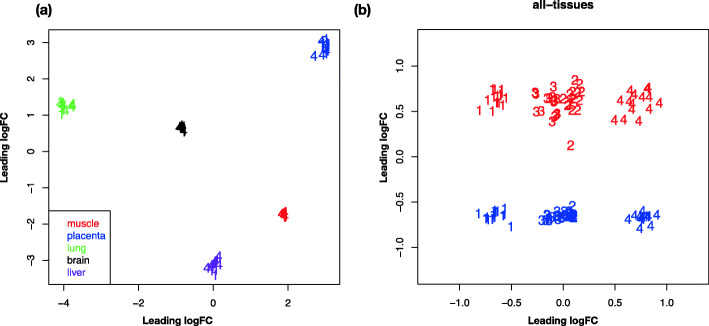
Multi-dimensional scaling (MDS) plot of sample expression profiles in five tissues. **a** The first two dimensions separate the samples by tissue type. **b** After accounting for the tissue source, samples are separated by genetic group in the first dimension (X-axis) and by sex in the second dimension (Y-axis). (1-pure Bt, 2-BtXBi, 3-BiXBt, 4-pure Bi. Male samples are shown in blue and female red)

### Differential gene expression between purebred groups

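In brain, 373 genes were higher in Bt and 546 in Bi at an adjusted p under 0.05. Higher in Bt were PSD4, an exchange factor of membrane traffic (log2 fold change 2.44 ± 0.48), OC90, an otoconia protein of the inner ear (1.83 ± 0.25), RXFP1, the relaxin receptor (1.73 ± 0.32), S100A1, a calcium sensor (1.54 ± 0.39), and TMEM26, a membrane protein (1.45 ± 0.36). Higher in Bi were MYO7B, a myosin of microvilli (-4.02 ± 0.50), the aldehyde oxidase gene AOX1 (-2.92 ± 0.33), CNRIP1, a partner of the cannabinoid receptor (-2.68 ± 0.63), TEX26, known from testis (-2.31 ± 0.20), and B3GNT4, which extends glycans (-2.20 ± 0.45). Their adjusted p values run from 1.25e-07 for TEX26 to 0.0181 for S100A1. TMEM26 loses its call without the brain of Bt fetus 60 (adjusted p = 0.0586), and CNRIP1 loses it in limma-voom with sample quality weights (adjusted p = 0.0939). A library set is a run of consecutive library numbers in the submitters' library names. An adjustment for it brings the brain count of 919 to 599, and a fit of Bt and Bi alone gives 425.

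Placenta had 606 genes higher in Bt and 639 in Bi. Higher in Bt were APLP1, of the amyloid precursor family (2.59 ± 0.31), the transcription factor CUX2 (2.37 ± 0.36), S100Z, a calcium sensor (2.34 ± 0.62), SYT8, of vesicle release (2.06 ± 0.46), and AIFM3, of the apoptosis inducing factors (1.80 ± 0.26). Higher in Bi were ZNF215 (-5.47 ± 0.79), KCNJ15, a potassium channel (-3.74 ± 0.70), MYOM3, a sarcomere protein (-3.38 ± 0.50), ITGB3, an integrin of implantation (-2.93 ± 0.55), and ANPEP, an aminopeptidase of trophoblast (-2.72 ± 0.56). Adjusted p values run from 3.42e-05 for APLP1 to 0.0220 for S100Z.

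Lung had 885 genes higher in Bt and 906 in Bi. All Bi lungs are in the same library set, while Bt lungs are in both sets. An adjustment for the set brings the lung count of 1791 to 1339. The Bt side held SYNDIG1L, of synapse formation (2.49 ± 0.39), ATP6V1G3, a proton pump subunit (2.43 ± 0.31), MLPH, which moves melanosomes (2.04 ± 0.58), and OPTC, a proteoglycan (1.79 ± 0.32). The Bi side held C1QL1, a secreted synaptic ligand (-3.68 ± 0.41), HTR1B (-3.29 ± 0.46) and XG, the blood group antigen (-2.56 ± 0.42). MLPH, at an adjusted p of 0.0272, loses its call with an adjustment for the library set (adjusted p = 0.0639) and without any 1 of 5 lungs: Bi fetuses 56, 99, 65 and 78 and Bt fetus 7 (adjusted p = 0.0505 to 0.0683).

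Liver had 584 genes higher in Bt and 634 in Bi. Bt livers had more of CDH17, a cadherin of the gut (2.39 ± 0.34), ACPP, an acid phosphatase (2.31 ± 0.29), TRAF5, a signal adaptor of the tumour necrosis factor family (2.06 ± 0.37), and CAPN11, a calpain protease (2.03 ± 0.40). Bi livers had more of FRMD1 (-4.59 ± 0.56), ATP4A, a proton pump known from stomach (-3.07 ± 0.60), SSC4D, a scavenger receptor (-2.44 ± 0.45), and TAP2, a peptide transporter of antigen presentation (-2.09 ± 0.53). Much of the TAP2 difference comes from 1 liver, of Bi fetus 46. Without that liver it is -0.71, and its adjusted p of 0.0166 becomes 0.0535. In limma-voom with sample quality weights it is -0.84 (adjusted p = 0.0604). The liver count of 1218 becomes 1962 without that liver, 2079 in limma-voom with sample quality weights and 427 in a fit of Bt and Bi alone.

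Muscle had 1211 genes higher in Bt and 1083 in Bi. Among those with more in Bt muscle are ERICH3, of cilia (2.74 ± 0.30), the X-linked transcription factor DACH2 (2.17 ± 0.41), DNAH14, a dynein chain (1.93 ± 0.23), and FAM19A1, a secreted chemokine-like factor (1.80 ± 0.27). Bi muscle had more of IBSP, a mineral-binding matrix protein (-2.60 ± 0.29), CDR1, an X-linked antigen gene (-2.55 ± 0.36), and AOX1 (-1.89 ± 0.15).

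Genes without any overlap between the groups make up 421 of the called genes in brain, 429 in liver, 876 in lung, 1082 in muscle and 536 in placenta. Among all tested genes, those without overlap number 490 of 16513 in brain, 469 of 16616 in liver, 1044 of 16641 in lung, 1221 of 16244 in muscle and 620 of 16011 in placenta. By chance 0.216% of genes would show none in brain, liver and placenta, and 0.433% in lung and muscle, where Bi has 5 fetuses. In the 4-group fits, 3011 genes in brain, 3756 in liver, 4065 in lung, 4565 in muscle and 3470 in placenta lie under an unadjusted p of 0.05. Changes planted in simulated copies of the counts, 100 genes per size, were recovered at 2-fold and 1.5-fold in 79% and 42% of genes in brain, 76% and 34% in liver, 78% and 54% in lung, 91% and 77% in muscle and 60% and 44% in placenta.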

There were 1085, 1495, 1935, 2515 and 2645 genes for which the normalized average number of mapped reads (CPM) differed significantly between purebred Bt and Bi brain, placenta, lung, liver and muscle, respectively. We designated these as differentially expressed genes (DEGs). 

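Called genes shift least in muscle, the tissue where planted changes of 1.5-fold are recovered most often. The median absolute log2 fold change of called genes there is 0.47, against 0.60 in lung, 0.79 in brain, 0.80 in liver and 0.81 in placenta. Genes such as EEF1A1 in placenta, a translation factor at -0.24 ± 0.07, and MSRB3 in muscle, a sulfoxide reductase at -0.27 ± 0.09, show how small a called difference can be (adjusted p = 0.0478 and 0.0462).

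Called genes that differ less than 2-fold make up 82.4% in muscle (95% interval 80.7 to 83.9), 71.0% in lung (68.8 to 73.1), 62.7% in brain (59.5 to 65.8), 61.7% in liver (58.9 to 64.4) and 60.0% in placenta (57.2 to 62.7). The share rises with the power of a test to see small differences. Without the liver of Bi fetus 46, 72.2% of liver genes lie below 2-fold, and without a filter on low counts the shares fall to 51.9% in placenta, 52.0% in brain, 52.0% in liver, 63.3% in lung and 72.8% in muscle.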

Muscle had the largest number of DEGs among the tissues studied, but about 84% of these showed a fold change (FC) < 2, while in other tissues ~ 62–72% showed a FC < 2. 

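In muscle, 21 of 46 measured genes of collagen and extracellular matrix were higher in Bt and none in Bi. The smallest adjusted p values were those of ADAMTS3, which trims procollagen ends (0.65 ± 0.11, adjusted p = 0.000589), FMOD, a proteoglycan that spaces collagen fibrils (1.09 ± 0.19, adjusted p = 0.000837), and PCOLCE and PCOLCE2, which speed procollagen cleavage (0.51 ± 0.11 and 0.80 ± 0.18). Of 38 genes of amino sugar and nucleotide sugar metabolism, 9 were higher in Bt, among them NANP and GNE of sialic acid synthesis (0.33 ± 0.08 and 0.19 ± 0.04), GMPPB of mannose activation (0.52 ± 0.14) and PGM1, a sugar phosphate mutase (0.30 ± 0.08). Of 29 genes of glycine, serine and threonine metabolism, 6 were higher in Bt, including ALAS2 of haem synthesis (0.70 ± 0.09), CBS of cysteine synthesis (0.65 ± 0.15) and the choline oxidase CHDH, while SRR, which makes D-serine, was higher in Bi (-0.33 ± 0.06).

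Against the other genes of the tissue, the matrix list lies higher in Bt at an adjusted p of 3.70e-06 by camera with a preset correlation between genes (adjusted p = 0.601 with an estimated correlation). The amino sugar list reaches 0.200 and the glycine list 0.309. The lists were written from general knowledge before the tests, as the pathway databases were not used here.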

The most significantly enriched gene ontology (GO) biological process and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in muscle included collagen metabolic process (GO:0032963); collagen fibril organization (GO:0030199); amino sugar and nucleotide sugar metabolism (bta00520) and glycine, serine and threonine metabolism (bta00260). Genes in all four of these pathways had higher expression in Bt than in Bi.

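Of the 46 matrix genes, 37 have a positive sign, with a median log2 fold change of 0.25. Adjusted over the list alone, 24 matrix genes were higher in Bt and 1 in Bi. In amino sugar metabolism, 9 were higher in Bt and 2 in Bi, and in glycine, serine and threonine metabolism 7 were higher in Bt and 2 in Bi. The opposite signs include SRR among the called genes. The groups hold 6 Bt and 5 Bi muscles.

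**Figure D2:**
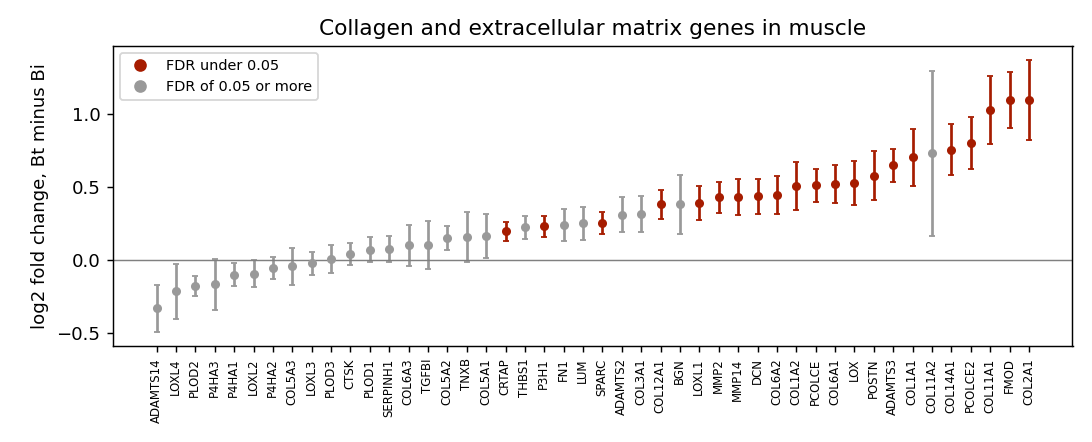
Log2 fold change (Bt minus Bi) in muscle for each gene of the collagen and extracellular matrix list, with bars for the standard error and red for an adjusted p under 0.05. All red points lie above 0.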

Among the DEGs, ~ 10% in each tissue were lncRNAs. About 92% of DE lncRNAs had the opposite transcriptional direction to differentially expressed genes located within 100 kb.

### DEGs common to all five tissues in pure-bred groups

There were 110 DEGs between Bi and Bt in common for all five tissues, comprising 50 annotated protein-coding genes, 42 genes lacking annotation in the reference genome and 18 lncRNAs (Fig. 2a). 

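A small core of genes separates the subspecies wherever it is measured: 75 genes were called in brain, liver, lung, muscle and placenta. If the 5 sets of calls were independent, 0.0424 such genes would be expected among the 13778 tested in all tissues. Of the 75, 40 carry only a locus symbol and 12 lie on unplaced scaffolds. Among those with names are PON3, a lipid-bound lactonase, RRAGA, a GTPase that reports amino acids to the growth kinase mTOR, and GSDMB, of the pore-forming gasdermins.

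Most called genes were called in a single tissue: 3689 in exactly 1, 997 in 2, 279 in 3 and 143 in 4. A gene not called in a tissue can still differ there. In all, 5183 genes were called in at least 1 tissue. A fit of Bt and Bi alone leaves 29 genes common to all tissues. For some of these genes, the paper gives the same name, by sequence match, to a locus on an unplaced scaffold. If both are alike enough, reads of each subspecies can settle on a different copy. How alike they are was not checked here.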

Alignment of the unannotated protein-coding genes to known genes in other cattle and ruminant reference genomes facilitated the annotation of 37 of the unnamed DEGs, based on > 90% sequence identity. Of the 87 genes for which annotation was obtained (See Supplementary Table 2) and that were DE in all five tissues between the purebred animals, 84 had consistent relative abundance between subspecies Bt and Bi with respect to genotype in all tissues. 

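Of the 75 genes called in every tissue, 42 were higher in Bi in all of them, 30 were higher in Bt in all of them and 3 changed sign. Among those with a gene name, the largest toward Bi was RPP14, a ribonuclease P subunit, at -3.52 in brain, -3.86 in liver, -3.76 in lung, -3.62 in muscle and -4.39 in placenta. The mitochondrial microprotein gene STMP1 followed (-2.17 to -3.75), and smaller shifts were found for the serine protease TMPRSS9 (-1.13 to -2.67) and ASB4, an imprinted gene of the ubiquitin pathway (-0.58 to -2.07). GSDMB fell between -0.84 and -1.65, and PWWP3A, a chromatin reader, between -0.82 and -1.25.

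Toward Bt the largest among those with a gene name were ASIP, the agouti signal of pigmentation, at 2.44 in brain, 2.87 in liver, 4.55 in lung, 2.39 in muscle and 3.53 in placenta, and PON3, at 4.84, 2.86, 2.49, 3.24 and 1.98. RRAGA followed at 1.39 to 1.68, PPP1R36, a phosphatase partner, at 0.54 to 1.18, and ERMP1, a membrane protease, at 0.29 to 1.23. PON3 in placenta loses its call in limma-voom with sample quality weights (adjusted p = 0.0570), with an adjustment for the library set (adjusted p = 0.0541) and without any 1 of 6 placentas, Bi fetuses 56, 99 and 65 and Bt fetuses 103, 105 and 7 (adjusted p = 0.0538 to 0.0756). ASIP loses it in limma-voom with sample quality weights in brain (adjusted p = 0.113) and lung (adjusted p = 0.126).

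KIAA1191, a p53-linked gene, was lower in Bt in every tissue (-2.31 to -2.66), but its difference is uncertain. The paper gives the same name to LOC113888706, a possible copy on an unplaced scaffold. In brain the copy is at 1.35, and the summed counts of both differ by 0.07 (adjusted p = 0.668).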

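AOX1, an aldehyde oxidase of xenobiotic metabolism on chromosome 2, was higher in Bt liver (1.13 ± 0.15) and lower in Bt than Bi brain (-2.92 ± 0.33), muscle (-1.89 ± 0.15), placenta (-1.08 ± 0.18) and lung (-0.85 ± 0.19). CHDH, which oxidises choline in mitochondria, turns the other way: lower in Bt liver (-0.54 ± 0.12) and higher in Bt placenta (1.55 ± 0.44), muscle (0.98 ± 0.26), brain (0.86 ± 0.20) and lung (0.34 ± 0.11). STX11, a syntaxin of immune cell secretion, was lower in Bt placenta (-2.25 ± 0.25), brain (-2.15 ± 0.27) and muscle (-0.45 ± 0.13) and higher in Bt lung (0.58 ± 0.15). In liver STX11 showed no difference (-0.07 ± 0.34).

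The liver of Bi fetus 46 decides the STX11 result. Without it Bt liver is higher by 0.72 (adjusted p = 0.00491), and limma-voom with sample quality weights, which gives that liver little weight, places it higher by 0.90 (adjusted p = 0.00116). The adjusted p values for AOX1 run from 1.02e-07 in muscle to 0.00523 in lung. For CHDH they are 0.00862 in liver, 0.0125 in brain, 0.0144 in muscle, 0.0308 in placenta and 0.0418 in lung. The lung call of CHDH is lost with sex in the fit (adjusted p = 0.0502) and without any 1 of 9 libraries (0.0511 to 0.105), and the placenta call without Bt fetus 105 or 7 or Bi fetus 65 or 78 (0.0554 to 0.0676). The muscle call of STX11 is lost without Bi fetus 99 or 78 or Bt fetus 103 or 7 (0.0541 to 0.0827).

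**Figure D3:**
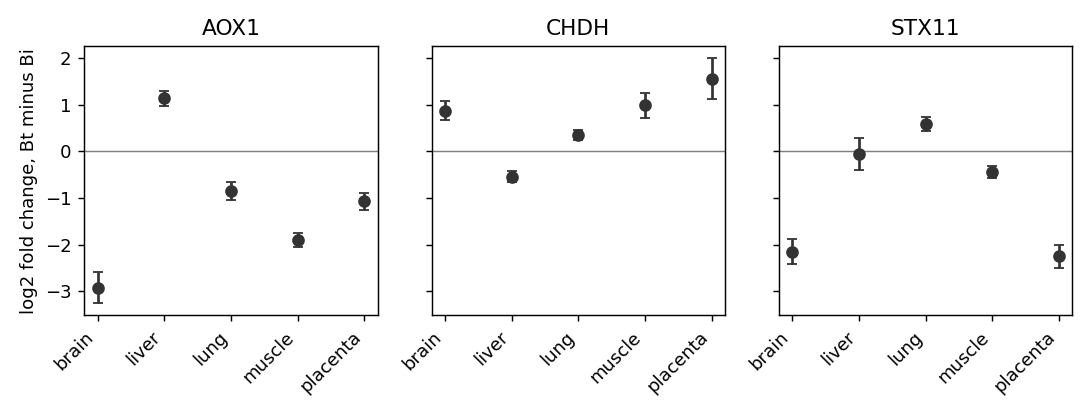
Log2 fold change (Bt minus Bi) of AOX1, CHDH and STX11 in the 5 tissues, with bars for the standard error. AOX1 and CHDH change sign in liver, and STX11 is near 0 there with a wide bar.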

The 3 exceptions were Aldehyde Oxidase 1 (*AOX1*), Choline Dehydrogenase (*CHDH*), Syntaxin 11 (*STX11*), whose expression was in a different direction (Bt vs Bi) in the liver compared with the other 4 tissues. GO pathway analysis of the set of 87 annotated genes showed that they were significantly enriched in 10 GO terms with *p*-value < 0.05, including oxidation-reduction process (GO:0055114), intracellular protein transport (GO:0006886), glycogen catabolic process (GO:0005980), positive regulation of protein autophosphorylation (GO:0031954) (Fig. 2b).

**Fig. 2:**
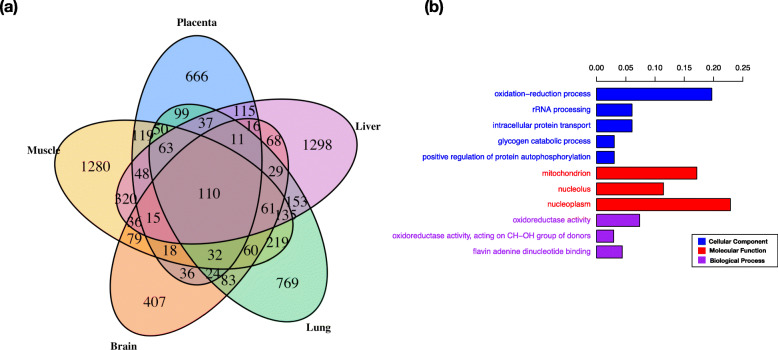
DEG across 5 tissues. **a** Venn diagram depicting the distribution of DEGs across five tissues at FDR cut off 0.05. **b** Significantly enriched gene ontology terms for biological process (purple), Molecular function (red) and cellular component (blue) for 87 annotated DEGs genes that were in common across all five tissues. Bars indicate the percentage of DEGs in the GO term

### Tissue-specific genes between purebred groups

Genes that were DE between purebred Bt and Bi in only one of the five tissues examined were considered tissue specific DEGs. Using an FDR cut-off of < 0.05 and FC ≥ 2, brain, liver, lung, muscle and placenta had 187, 328, 289, 388 and 191 tissue-specific DEGs respectively. 

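In placenta 240 genes were called in that tissue alone and changed 2-fold or more (105 higher in Bt, 135 in Bi), in liver 223 (90 and 133), in lung 214 (122 and 92), in muscle 161 (86 and 75) and in brain 134 (39 and 95). Genes known only by a locus symbol account for 83, 102, 92, 78 and 64 of them. In part this reflects where a gene is switched on at all: 57 of those in placenta, 53 in liver, 30 in brain, 27 in lung and 18 in muscle were tested in no other tissue.

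Without the fold limit, 1265 genes were called in muscle only, 824 in lung only, 625 in placenta only, 586 in liver only and 389 in brain only. A limit of 1.5-fold gives 404 in muscle, 379 in lung, 377 in placenta, 361 in liver and 242 in brain. A gene missed by a narrow margin in a second tissue counts here as specific. Apart from TXNRD2 in placenta and STX11 in lung, only liver was compared with the other tissues gene by gene, so for the rest a similar difference elsewhere is not excluded.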

GO biological process pathway enrichment analysis for these filtered tissue-specific DEGs identified 54 GO terms (Supplementary Table 3). 

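Genes called between the subspecies in liver only include enzymes, signalling proteins and surface receptors. Higher in Bi were LRRK1, a kinase of membrane traffic (-1.22 ± 0.11, adjusted p = 4.69e-07), TGM2, a calcium-dependent crosslinking enzyme (-1.52 ± 0.19, adjusted p = 3.33e-05), STPG2, of cilia (-1.21 ± 0.18), TNFSF4, a T cell costimulator (-1.74 ± 0.27), and SHISA2, a brake on growth factor receptors (-1.07 ± 0.17). Higher in Bt were NT5E, which makes adenosine from AMP at the cell surface (1.12 ± 0.15, adjusted p = 5.20e-05), and SYT14, of vesicle traffic (1.99 ± 0.35).

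Among fixed lists, fatty acid oxidation had 4 of 21 genes higher in Bi liver and none in Bt: DECR1, which reduces unsaturated acyl chains (-0.88 ± 0.18), SLC25A20, the carnitine carrier (-0.61 ± 0.14), ETFA, an electron carrier (-0.53 ± 0.11), and HADH (-0.47 ± 0.12). The list as a whole is not among the 2 that camera calls between the pure livers. SLC25A20 has a possible copy on an unplaced scaffold, a locus that the paper names after it, so its difference is uncertain. In gluconeogenesis and glycogen metabolism, 2 of 25 genes were higher in Bt, PGM1 (0.70 ± 0.09) and FBP1 (0.62 ± 0.17), and PHKG1, a phosphorylase kinase subunit, was lower (-0.84 ± 0.22). Adjusted over the list alone, 5 of these were higher and 2 lower in Bt, and the list as a whole gives an adjusted p of 0.313 by camera. Ion binding was not tested as a list.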

The liver-specific DEGs were enriched for 6 GO terms including ion binding (GO:0043167) and primary metabolic processes (GO:0044238). Muscle was enriched for 9 GO terms including the collagen fibril organization pathway (GO:0030199). 

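Among genes called in muscle only, GALNT5, which starts mucin-type glycans (1.02 ± 0.17, adjusted p = 0.000371), SCIN, which severs actin (1.26 ± 0.22, adjusted p = 0.000690), and the uncharacterised C22H3orf49 (1.04 ± 0.18, adjusted p = 0.000583) were higher in Bt, along with ERICH3, DNAH14 and FAM19A1. IBSP, which binds collagen and mineral, averaged 1.56 ± 0.30 CPM in 6 Bt and 9.46 ± 2.74 in 5 Bi muscles, against the direction of the collagen genes.

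In the matrix list most called genes shift by less than 1 log2 unit. FMOD, the fibril spacer, and COL2A1, the cartilage collagen (1.09 ± 0.28), shift by more.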

Brain was also enriched for 9 GO terms that included pathways involved with detection of stimulus (GO:0050906) and nervous system processes (GO:0050087). 

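Genes called in brain alone include CHRNA3, a nicotinic acetylcholine receptor subunit of autonomic and habenular neurons, higher in Bt (1.18 ± 0.19, adjusted p = 0.000471), and HHLA1, of unknown function (1.2 ± 0.2). Higher in Bi were CLP1, a kinase of RNA processing tied to motor neuron loss (-1.53 ± 0.15, adjusted p = 1.26e-06), DSG2, a desmosome cadherin (-1.54 ± 0.17), and KYAT3, which makes the glutamate antagonist kynurenic acid (-1.01 ± 0.15).

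Of 16 measured genes for sensing light, cold, taste and touch, 1 passed over all genes, the cold receptor TRPM8, higher in Bi (-0.71 ± 0.21, adjusted p = 0.0477). Adjusted over the list alone, 2 were higher and 2 lower in Bt, and the list as a whole gives 0.940 by camera. Among 22 neuron markers none was called (list adjusted p = 0.565). Of the glial markers, GFAP of astrocytes (-0.79 ± 0.17, adjusted p = 0.00630) and HOPX of radial glia (-0.58 ± 0.11, adjusted p = 0.00145) were higher in Bi. Of 45 matrix genes, PLOD1 (0.62 ± 0.12), TGFBI (0.56 ± 0.13) and COL11A1 (0.71 ± 0.18) were higher in Bt brain and COL11A2 was lower (-2.10 ± 0.61). The matrix list lies higher in Bt brain at an adjusted p of 0.0475 (adjusted p = 0.855 with an estimated correlation; 0.0525 with sex in the fit).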

Lung was enriched for 10 GO terms, most of which were related to fundamental biological processes, including regulation of molecular function (GO:0065009) and cellular response to endogenous stimulus (GO:0071495). 

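Among genes called in lung only, those higher in Bt include WIPF3, an actin regulator (1.44 ± 0.12, adjusted p = 1.16e-07), GRB14, a brake on the insulin receptor (1.16 ± 0.14, adjusted p = 1.40e-05), MOCOS, which matures molybdenum enzymes (1.28 ± 0.18), and RUNDC3B, a GTPase partner (1.49 ± 0.23). Higher in Bi was GAS2, a microtubule and actin linker (-1.78 ± 0.20, adjusted p = 8.77e-06), with C1QL1 and HTR1B.

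Muscle fibre genes were higher in Bt lungs: of 19 measured, 18 have a positive sign and 3 passed, TNNI1 of slow fibres (0.97 ± 0.24), PVALB, a calcium buffer of fast fibres (1.19 ± 0.35), and TCAP, which caps titin (0.35 ± 0.09). The list gives an adjusted p of 0.00810 by camera and 0.0291 with an estimated correlation. Among 16 glucocorticoid signalling genes, HSD11B1L, the chaperone FKBP4 (-0.35 ± 0.10) and KLF9, an early target of cortisol (-0.52 ± 0.17), were higher in Bi and none in Bt. Camera calls only 1 list in lung, the muscle fibre list, so the glucocorticoid list as a whole did not pass.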

Placenta was enriched for 20 GO terms which were linked to proton-transporting V-type ATPase (GO:0033176) and domain small molecule metabolic process (GO 0044281).

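Named genes called only in placenta include, higher in Bt, FMN1, an actin nucleator (1.34 ± 0.14, adjusted p = 8.94e-06), and HYDIN, of ciliary motion (1.67 ± 0.21, adjusted p = 5.04e-05). Higher in Bi were ATP2B2, a calcium pump (-1.40 ± 0.18, adjusted p = 7.14e-05), BSND, a chloride channel subunit (-2.20 ± 0.29, adjusted p = 7.58e-05), and RIC3, a chaperone of acetylcholine receptors (-2.01 ± 0.32).

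Of 22 genes of the V-type ATPase, the proton pump of lysosomes, 3 were higher in Bt and none in Bi: ATP6V1C1 (0.52 ± 0.09, adjusted p = 0.000578), ATP6V1H (0.39 ± 0.09) and ATP6V1B2 (0.22 ± 0.06). Adjusted over the list alone, 4 were higher and 1 was lower, ATP6V0A1 (-0.26 ± 0.08). The list as a whole gives an adjusted p of 0.251. Of 21 cholesterol synthesis genes, LSS (0.47 ± 0.08), MVD (0.41 ± 0.09) and DHCR24 (0.44 ± 0.13) were higher in Bt and none in Bi, and 16 have a positive sign. That list gives an adjusted p of 0.0139 (adjusted p = 0.922 with an estimated correlation).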

### Differential gene expression between crossbred groups

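Between crossbred fetuses whose sire and dam breeds are swapped, edgeR calls few genes, and in liver other tools call more. There, the unplaced locus LOC113888429 was higher in Bt x Bi (20.3 ± 3.62 CPM in 6 fetuses, against 4.43 ± 2.08 in 6 Bi x Bt; log2 fold change 2.19 ± 0.29, adjusted p = 0.00152), and the unplaced locus LOC113889271 was lower (-1.89 ± 0.27, adjusted p = 0.00257). LOC113889271 was lower in Bt x Bi muscle as well (-1.98 ± 0.27, adjusted p = 0.00290), and there FAM221A, of unknown function, was lower too (-1.82 ± 0.27, adjusted p = 0.00715). SPDYA, a cell cycle activator (0.51 ± 0.09), and DECR1, of fatty acid oxidation (0.38 ± 0.07), were higher in Bt x Bi muscle, together with 4 unnamed loci. In placenta the locus LOC113875557 was higher in Bt x Bi (0.68 ± 0.10, adjusted p = 0.00803). Brain and lung had no called gene.

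The edgeR tests call 0 genes in brain, 2 in liver, 0 in lung, 8 in muscle and 1 in placenta, with 738, 2006, 1131, 1976 and 1151 genes under an unadjusted p of 0.05. In liver 830.8 would be expected by chance. DESeq2 calls 3, 85, 24, 76 and 28 in that order of tissues, limma-voom 0, 3, 0, 8 and 1, and limma-voom with sample quality weights 11, 2128, 15, 10 and 1. The liver count thus turns on the weights, and a fit of both crosses alone calls 165.

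Changes planted in the crossbred livers, 100 genes per size, were recovered at 71% for 2-fold and 42% for 1.5-fold. Leaving out 1 fetus moves the liver count to 19 at most (without Bt x Bi fetus 74), the muscle count to between 2 (without Bi x Bt fetus 62) and 12 (without Bt x Bi fetus 97), the brain count to at most 2 (without Bi x Bt fetus 91) and the lung count to at most 2 (without Bt x Bi fetus 74). The placenta count moves to 0 without Bi x Bt fetus 13 and 2 without Bt x Bi fetus 104.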

Comparison of transcript abundance between the reciprocal cross-bred groups (Bt x Bi and Bi x Bt) did not reveal a substantial number of DEGs (< 20/tissue at FDR < 0.05), except for liver which had 2473 DEGs. However, only 143 (5.8%) of the liver DEGs had a fold change greater than 2. 

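Both liver loci that passed, LOC113888429 and LOC113889271, exceed 2-fold between the crosses. With sample quality weights, the liver difference is broad and shallow: 1009 genes were higher in Bt x Bi and 1119 in Bi x Bt, and 138 of the 2128 exceed 2-fold. The median absolute log2 fold change of these genes is 0.39.

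All 2128 keep their sign in edgeR, where 1473 lie under an unadjusted p of 0.05. DESeq2 calls 35 genes above 2-fold and a fit of both crosses alone 28. Among all liver genes, 332 show no overlap between the 6 fetuses of each cross, where 0.216% would by chance. The weighted count depends on single livers, from 240 without Bt x Bi fetus 100 to 3356 without Bt x Bi fetus 74.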

We performed GO biological process pathway enrichment analysis and KEGG pathway enrichment analysis for the protein coding DE genes with > 2-fold change. 

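By sign alone, all 72 measured ribosomal protein genes lie higher in Bt x Bi livers, by a median of 0.33, with RPL18A at 0.35 ± 0.08 and RPL8 at 0.46 ± 0.13. So do all 51 genes of oxidative phosphorylation, by a median of 0.22 and with none called, with the complex I subunit NDUFA3 at 0.46 ± 0.15. Of 21 fatty acid oxidation genes 18 lie higher in Bt x Bi, DECR1 most (0.72 ± 0.18), and of 21 cholesterol synthesis genes 18, SQLE among them (0.47 ± 0.17). Of 23 hepatocyte markers, 20 lie higher in Bt x Bi and of 25 heat shock genes 22, AHSA1 most (0.54 ± 0.14). Matrix genes lie the other way: 35 of 46 have a negative sign, with COL6A3 at -0.64 ± 0.13 and ADAMTS2 at -0.76 ± 0.17, as are 13 of 17 endothelial and 6 of 8 adipocyte markers.

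No member of these lists passes over all genes. Adjusted over the list alone, 38 ribosomal genes, 1 heat shock gene and 1 fatty acid oxidation gene are higher, and 4 matrix and 2 adipocyte genes lower. Camera with a preset correlation gives adjusted p values of 1.13e-28 for ribosomal proteins, 1.17e-12 for oxidative phosphorylation, 6.95e-07 for heat shock, 2.58e-05 for matrix, 0.000122 for hepatocyte markers, 0.00124 for cholesterol synthesis, 0.0231 for endothelial and adipocyte markers and 0.0334 for fatty acid oxidation. With an estimated correlation, the adjusted p is 0.444 for ribosomal proteins, oxidative phosphorylation, heat shock, matrix, endothelial and adipocyte markers, 0.505 for hepatocyte markers and cholesterol synthesis and 0.567 for fatty acid oxidation.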

The GO analysis showed that DEGs were significantly enriched in 6 GO terms, including: macromolecule metabolic process (GO:0043170), primary metabolic process (GO:0044238), cellular metabolic process (GO:0044237), metabolic process (GO:0008152), nitrogen compound metabolic process (GO:0006807) and organic substance metabolic process (GO:0071704) which are all involved in metabolic processes. The only significantly enriched KEGG pathway was metabolic pathways (path: bta01100).

Pairwise comparisons of the DEGs in liver for the 4 genetic groups were performed to explore relationships in expression patterns between pure bred and crossbred concepti. 

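In liver, Angus-sired crosses part from purebred Bi in 100 genes, 57 of them higher in the cross and 43 higher in Bi. From purebred Bt they part in 15 genes, 13 higher in the cross and 2 higher in Bt. Each group holds 6 livers. With a larger count against Bi than against Bt, the paper describes the sire as dominant in the pattern of these livers.

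At an unadjusted p of 0.05, 2074 genes separate Bt x Bi from Bi and 1180 separate it from Bt. DESeq2 calls 311 and 93, and limma-voom with sample quality weights 750 and 47, so the order of both counts holds. Leaving out 1 liver moves the first count to between 48 (without Bt x Bi fetus 100) and 227 (without Bi fetus 46) and the second to between 5 (without Bt fetus 60) and 25 (without Bi fetus 46). A fit of only the compared groups reverses the order, with 4 genes against Bi and 14 against Bt.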

The sire dominated the liver expression pattern in Bt-sired crossbred (Bt x Bi) liver which had 1276 DEGs when compared to purebred Bi liver, versus 219 DEG when compared with purebred Bt liver. However, the dam breed appears to dominate expression pattern in Bi-sired crossbreds, with 317 DEGs in the Bi x Bt crossbred compared with purebred Bt, but 150 DEGs when compared with purebred Bi liver transcripts.

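Brahman-sired crosses differ from purebred Bt liver in 64 genes, 52 higher in the cross and 12 higher in Bt. They differ from purebred Bi liver in 27 genes, 21 higher in the cross and 6 higher in Bi.

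At an unadjusted p of 0.05, 2288 genes separate Bi x Bt from Bt and 2105 separate it from Bi. DESeq2 calls 279 and 183, and limma-voom with sample quality weights 381 and 192. Counts of calls also follow the spread within each pure group, and Bi liver holds 1 divergent fetus, number 46. Without it the counts are 182 and 42. Without Bt fetus 103 the first is 28, and without Bi x Bt fetus 80 the second is 10. A fit of only the compared groups calls 162 and 2.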

### Expression pattern of DEGs from the purebred groups in comparison with crossbred groups

The expression pattern of the 6456 DEGs between tissues of purebred animals was examined in the reciprocal crossbred groups. Of these DEGs 5784 (~ 90%) showed an additive expression pattern where both paternal and maternal genomes contributed to the gene expression levels in the crossbred groups (Fig. 3a), as suggested by the transcript abundance falling approximately midway between that of the two purebred classes. However, transcript abundance of some DEGs (672) was more consistent with parent-of-origin driven expression (Fig. 3b-i). 

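Over the genes that differ, the median position of crossbred fetuses is near the middle between the subspecies. On a scale from 0 at the Bi mean to 1 at the Bt mean, Bi x Bt fetuses lie at a median of 0.455 in brain, 0.477 in liver, 0.507 in lung, 0.540 in muscle and 0.455 in placenta. Bt x Bi fetuses lie at 0.580 in brain, 0.582 in liver, 0.608 in lung, 0.535 in muscle and 0.582 in placenta. Outside muscle, Bt x Bi fetuses thus lie nearer to Bt than Bi x Bt fetuses do, toward their sire. The receptor ligand TNFSF18 in liver is a gene of this kind, at 0.490 in Bi x Bt and 0.546 in Bt x Bi.

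The group means lie between those of Bt and Bi for 92.4% to 95.7% of the genes, depending on tissue and cross. The medians of single fetuses have a standard deviation of 0.0163 (lung) to 0.0534 (muscle) in Bi x Bt and 0.0512 (lung) to 0.0729 (brain) in Bt x Bi. In brain 919, in liver 1218, in lung 1791, in muscle 2294 and in placenta 1245 genes enter. The purebred means also choose the genes, so a position between 0 and 1 is favoured by how they were chosen. Among genes that differ 2-fold or more, Bt x Bi muscle moves to 0.593 and Bi x Bt muscle to 0.497, the order seen in the other tissues. Bi x Bt lung moves to 0.490. Positions were not adjusted for library set. All Bi lungs are in the same set and most Bt x Bi lungs in the other, so the lung order cannot be told apart from the set.

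**Figure D4:**
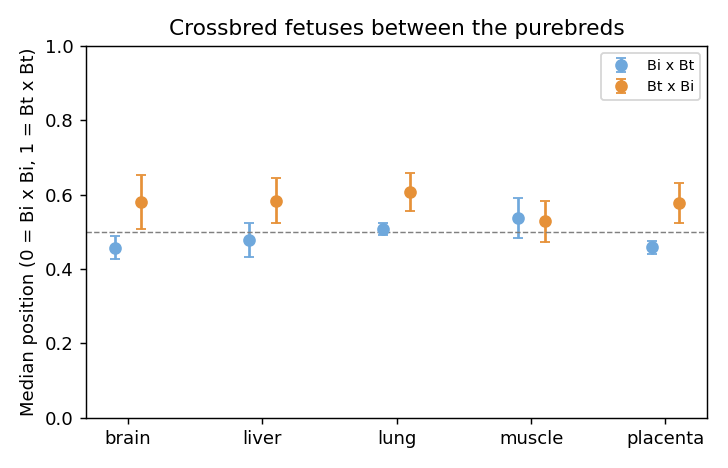
Position of each cross between Bi (0) and Bt (1) over the genes called between the subspecies, as the mean of the library medians with bars for their standard deviation, by tissue. The dashed line marks the midpoint at 0.5.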

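Among the genes that separate the subspecies, 328 meet the limits of a pattern in the crosses, in 347 pairs of gene and tissue. Known imprinted genes are among them. MKRN3, active on the paternal copy in humans and mice, follows the sire in liver: 0.58 ± 0.47 log2 CPM in Bt and 0.49 ± 0.48 in Bt x Bi, against -1.57 ± 0.89 in Bi x Bt and -1.74 ± 1.25 in Bi. Both Bi-sired means lie below the expression limit of 0.5 CPM. In muscle MKRN3 runs 1.24, 1.36, -0.60 and -0.36 in the same order. In placenta, where its level is higher and it is called too, it follows neither parent (3.19, 2.56, 2.69 and 2.11). DLK1, a paternally active growth gene, follows the sire in lung (7.58 in Bt, 7.48 in Bt x Bi, 6.98 in Bi x Bt and 6.97 in Bi). PEG10, a paternally active gene derived from a retrotransposon, does so in muscle (10.28, 10.26, 10.56 and 10.52).

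The other 4855 genes, 93.7% of 5183, fit no pattern. The 347 pairs comprise 98 in muscle, 89 in lung, 58 in liver, 56 in placenta and 46 in brain. In 200 bootstrap sets with every cross at the midpoint, 104 to 513 pairs arise by chance. A first version of these sets, which took the midpoint as known without error, gave 1 to 176. The error was added after that result was seen, because the midpoint is itself estimated from the pure groups. None of MKRN3, DLK1 and PEG10 passes between the crosses themselves (adjusted p = 0.198 in liver and 0.0827 in muscle for MKRN3, 0.651 for DLK1 and 0.139 for PEG10). Limits of 0.7 and 0.3 in place of 0.8 and 0.2 give 928 genes, and genes called by limma-voom with sample quality weights 542. Leaving out 1 fetus moves brain to 29 (without Bt fetus 7, 53 or 105) or 71 (without Bt x Bi fetus 104), liver to 36 (without Bt fetus 103) or 38 (without Bt fetus 105), lung to 52 (without Bt fetus 7) and placenta to 33 (without Bt fetus 103) or 36 (without Bt fetus 53).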

Different types of such effects were observed, predominantly maternal/paternal dominance and Bt or Bi allele derived dominance. The abundance of DEGs between crossbred groups fell into three general categories: co-dominant, dominant and recessive expression patterns, with dominance in some cases driven by either the male or the female (Fig. 3). The number of genes falling into each category are given in Table 1.

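More pairs of gene and tissue follow the sire than the dam, a difference that was not tested. Pairs that follow either parent number 8 in brain, 22 in lung and 21 in placenta. Additive bootstrap sets reach up to 18, 42 and 33 there. In liver and muscle they number 29 and 41, above the sets (up to 17 and 39). Over the 5 tissues, 83 pairs of gene and tissue follow the sire, 33 higher with a Bt sire and 50 with a Bi sire. The dam's breed is followed by 38, 18 higher with a Bt dam and 20 with a Bi dam. The limits for Bt dominance are met by 151 pairs and those for Bi dominance by 75, on the log2 scale. These limits have no upper bound, so crosses that lie beyond a pure mean count too. RBFOX1 in liver is such a pair, at 1.24 in Bi x Bt and 1.27 in Bt x Bi (0 Bi, 1 Bt). Bootstrap sets of additive genes give 91 to 483 pairs of these kinds together, so dominance is not separated from additive expression.

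By tissue, the counts for a maternal pattern are 20 in muscle, 10 in liver, 4 in lung, 3 in placenta and 1 in brain. A paternal pattern holds for 21 in muscle, 19 in liver, 18 in lung, 18 in placenta and 7 in brain. The limits for Bt dominance are met by 50 in lung, 33 in muscle, 28 in brain, 21 in liver and 19 in placenta. Those for Bi dominance are met by 24 in muscle, 17 in lung, 16 in placenta, 10 in brain and 8 in liver. To follow 1 parent, each cross had to lie within 0.2 of that parent's pure mean and the crosses more than 0.8 apart. For dominance, both crosses had to lie more than 0.8 from the other pure mean and less than 0.2 apart. Of the pairs that follow the dam 1 of 38 is X-linked, and of those that follow the sire 1 of 83 is on X or Y.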

**Fig. 3:**
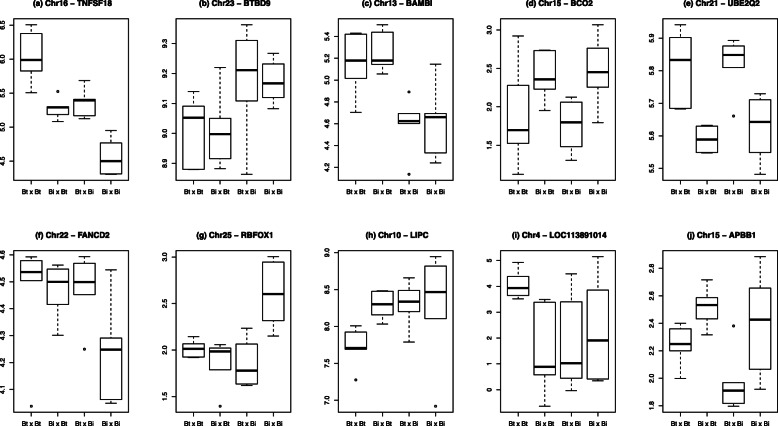
Examples of expression patterns among genotype groups. Boxplots illustrating the different expression patterns observed among the 4 genetics groups: Bt x Bt, Bi x Bt, Bt x Bi and Bi x Bi (sire breed given first). Y-axis is expression level (counts per million) on a log_2_ scale. **a** Taurus driven additive expression, irrespective of parent. **b** Maternal genome driven indicine dominance. **c** Maternal genome driven taurine dominance. **d** Paternal genome driven indicine dominance. **e** Paternal genome driven taurine dominance. **f** Taurine dominant – activation. **g** Taurine dominant - inhibition. **h** Indicine dominant - activation. **i** Indicine dominant – inhibition. **j** complex inheritance

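BAMBI, which blocks signals of the TGF-beta family, meets the limits of a gene that follows the dam in liver, without a called difference between the crosses (adjusted p = 0.136, and 0.0115 by limma-voom with sample quality weights): 5.16 ± 0.28 log2 CPM in Bt and 5.25 ± 0.18 in Bi x Bt, against 4.60 ± 0.25 in Bt x Bi and 4.63 ± 0.32 in Bi. RBFOX1, a splicing factor, is low in both crosses, 1.89 ± 0.25 in Bi x Bt and 1.87 ± 0.26 in Bt x Bi, as in Bt (2.03 ± 0.09) and unlike Bi (2.61 ± 0.34). TNFSF18, a ligand of immune cells, is additive: 6.03 ± 0.38 in Bt, 5.28 ± 0.15 in Bi x Bt, 5.36 ± 0.20 in Bt x Bi and 4.56 ± 0.26 in Bi. The ubiquitin enzyme gene UBE2Q2 (5.81 in Bt, 5.82 in Bt x Bi, 5.59 in Bi x Bt, 5.63 in Bi) and BCO2, which cleaves carotenoids (1.89, 1.78, 2.41, 2.48), have the order of a gene that follows the sire. BTBD9, of sleep regulation (9.02 in Bt, 9.01 in Bi x Bt, 9.18 in Bt x Bi, 9.17 in Bi), has the order of one that follows the dam. Both crosses sit with Bt for FANCD2, of DNA repair, and with Bi for the hepatic lipase gene LIPC (7.72 in Bt, 8.29 in Bi x Bt, 8.30 in Bt x Bi and 8.29 in Bi).

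Between Bt and Bi, TNFSF18 (1.496 ± 0.15, adjusted p = 1.60e-06), RBFOX1 (-0.62 ± 0.15, adjusted p = 0.0116) and BAMBI (0.52 ± 0.15, adjusted p = 0.0299) were called. The others were not: LIPC (-0.68, adjusted p = 0.0568), UBE2Q2 (0.19, 0.0598), FANCD2 (0.23, 0.149), BCO2 (-0.52, 0.228), BTBD9 (-0.16, 0.231), APBB1 (-0.19, 0.461) and LOC113891014 (0.80, 0.629). Limma-voom with sample quality weights calls all of them but APBB1 (adjusted p = 0.00114 to 0.0268 for the 6 added). The legend names no tissue, and the levels shown match liver.

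**Figure D5:**
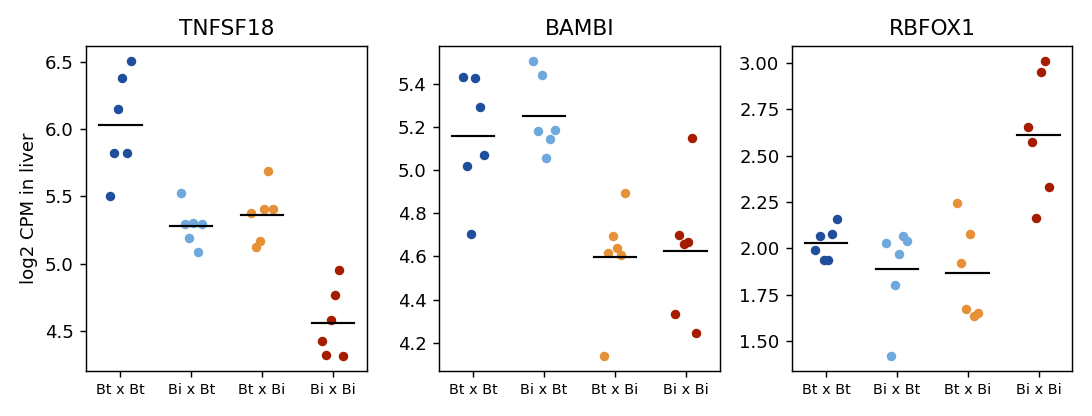
Log2 CPM of TNFSF18, BAMBI and RBFOX1 in the 24 livers by genotype, with 1 point per fetus and a line at each group mean. TNFSF18 steps down from Bt to Bi with both crosses between, BAMBI splits by dam, and RBFOX1 is high in Bi only.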

**Table 1:** Number of genes showing a parent of origin effect on expression patterns in five tissues

	Brain	Liver	Lung	Muscle	Placenta
Maternal genome driven - Taurine	0	12	2	16	0
Maternal genome driven - Indicine	0	11	4	11	5
Paternal genome driven – Taurine	6	24	9	16	7
Paternal genome driven - Indicine	5	36	13	13	12
Taurine dominant – activation	27	65	40	33	25
Taurine dominant – inhibition	7	30	24	10	12
Indicine dominant – activation	13	38	17	15	10
Indicine dominant - inhibition	2	22	3	15	5

GO analysis of the DEGs that overlapped between tissues showed that they were significantly enriched in 19 GO terms including positive regulation of cellular metabolic process (GO:0009893), positive regulation of nitrogen compound metabolic process (GO:0051173) and membrane-enclosed lumen (GO:0031974). The transcript levels of the DEGs involved in these significantly enriched pathways had exclusively higher expression in the purebred Bt compared with the purebred Bi.

## Discussion

The study of gene expression in prenatal development will help to understand the regulation of fetal tissue-specific growth and development. Our hypothesis was that phenotypic differences between subspecies of cattle may be due, in part, to differential gene expression during mid-gestation. Consistent with this hypothesis, in this study we observed substantial differences in expression between breeds of cattle from the two genetically distinct sub-species *Bos taurus taurus* (Angus) and *Bos taurus indicus* (Brahman). In addition, we observed differential expression of genes in reciprocal crosses between these subspecies, some of which revealed parent-of-origin and breed-of-origin effects on gene expression in five tissues at mid-gestation.

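Of the 5 abundant genes that the paper names, EEF1A1 is the most even across tissues, at a mean log2 CPM of 11.9 ± 0.10 in 22 lungs, 10.5 ± 0.12 in 23 muscles, 10.2 ± 0.11 in 24 brains, 10.2 ± 0.23 in 24 livers and 10.2 ± 0.16 in 23 placentas. ACTB is next, at 11.7 ± 0.16 in placenta, 10.5 ± 0.15 in lung, 10.1 ± 0.15 in brain, 9.19 ± 0.23 in liver and 8.43 ± 0.14 in muscle. COL3A1, made by fibroblasts, is high in lung (12.8 ± 0.14) and muscle (12.8 ± 0.23), intermediate in placenta (10.2 ± 0.53) and liver (9.68 ± 0.28) and lower in brain (6.56 ± 0.50). The level of a gene is compared here across tissues only as a mean over all genotypes, since each tissue was scaled on its own.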

We found that five genes had high levels of expression in all five tissues at this developmental stage (*IGF2*, *EEF1A1*, *COL3A1*, *ACTB* and *PEG3*). These genes play a crucial role in embryonic development and fetal tissue growth, as shown by loss-of-function mutations which result in developmental delay and several diseases including intellectual disability, immune system abnormalities, cerebral abnormalities and abnormally large abdominal organs [15–19]. *EEF1A1* is a member of the eukaryotic elongation factor family that regulates protein synthesis, that is expressed in brain, placenta, lung, liver, kidney, and pancreas in human adults [20]. *COL3A1* is expressed in extensible connective tissues, such as skin and lung. A mutation in *COL3A1* has been linked to vascular disease [21]. Expression levels of *IGF2* have been linked to increased muscle mass [22] and fetal growth [23].

Other highly abundant transcripts showed tissue-specific expression levels which were related to tissue function. 

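AFP, the fetal counterpart of albumin, reaches a mean log2 CPM of 13.4 ± 0.33 in 24 livers, rank 4 of all genes there. In 23 muscles it lies at -1.77 ± 2.76, and in brain, lung and placenta it stays below the expression limit, with 24, 281 and 22 counts over all libraries. Genes of other plasma proteins behave alike: FETUB, AHSG, APOA2, GC, AMBP, APOB, FGB, FGA, SERPINA1, ITIH3 and TTR exceed a log2 CPM of 10 in liver and stay below 1 in every other tissue. AFP shows no called difference between Bt and Bi liver (0.42 ± 0.16, adjusted p = 0.105), though limma-voom with sample quality weights calls it (adjusted p = 0.0415).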

Alpha-Fetoprotein (*AFP*) had liver-specific expression and encodes a major plasma protein produced by the liver during fetal development [24]. 

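MYH3, the myosin of embryonic fibres, reaches a mean log2 CPM of 12.2 ± 0.23 in 23 muscles (rank 10), against 3.10 ± 0.47 in lung, 1.11 ± 0.60 in brain, 0.57 ± 0.82 in liver and -0.66 ± 0.54 in placenta. MYBPC1, which steadies thick filaments of slow fibres, reaches 12.1 ± 0.16 (rank 11), against 0.02 ± 0.37 in brain, 0.02 ± 1.12 in liver and -1.18 ± 0.60 in lung, and stays below the expression limit in placenta. The fast light chain gene MYL1 is restricted in the same way. Muscle has the most genes above a log2 CPM of 10, 81, of which 56 exceed it in no other tissue.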

Two genes that were highly expressed in the muscle were the muscle structural protein genes Myosin Heavy Chain 3 (*MYH3*) and Myosin Binding Protein C, Slow Type (*MYBPC1*) [25, 26]. Genes that play an important role in neurodevelopment including Adenylate Cyclase 1 (*ADCY1*), Stathmin 2 (*STMN2*) and Tubulin Beta 3 Class III (*TUBB3*) were highly expressed and specific to the brain [27–29]. All of these genes had high levels of expression in both the pure breed concepti and the crosses. 

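STMN2, which keeps growing axons supple, is the most abundant of these in brain, at a mean log2 CPM of 11.6 ± 0.24 (rank 4). TUBB3, the neuronal tubulin, reaches 10.9 ± 0.21 (rank 15) and ADCY1, a calcium-driven cyclase of synapses, 10.7 ± 0.25 (rank 17). Outside brain, ADCY1 reaches 2.48 ± 1.46 in liver and 1.79 ± 0.31 in muscle, STMN2 2.62 ± 1.21 in liver, and TUBB3 1.19 ± 0.62 in lung and 0.23 ± 0.56 in placenta. KIF5A, NCAN and NSG2, of axonal transport, matrix and vesicles, are the only genes above 10 in brain and below 1 in every other tissue. Of 55 genes above 10 in brain, 38 exceed that level in no other tissue, among them DCX and MAPT of microtubules.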

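STMN2 and the muscle genes MYBPC1 and MYH3 have a similar mean level in each genotype. STMN2 in brain averages 3238 ± 540 CPM in Bt, 3298 ± 448 in Bi x Bt, 3110 ± 422 in Bt x Bi and 3221 ± 638 in Bi (6 fetuses each). MYBPC1 in muscle averages 4438 ± 623, 4415 ± 282, 4677 ± 600 and 4647 ± 383 in that order, with 5 fetuses in Bi. MYH3 averages 4671 ± 916, 4481 ± 737, 4592 ± 756 and 4716 ± 530. AFP in liver averages 13991 ± 3004 in Bt, 9544 ± 1518 in Bi x Bt, 11623 ± 1539 in Bt x Bi and 10475 ± 2599 in Bi.

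By edgeR, neither the subspecies nor the crosses differ in STMN2 (adjusted p = 0.988 and 0.989), TUBB3 (0.7 and 0.991) or ADCY1 (0.225 and 0.989) in brain, or in MYH3 (0.963 and 0.938) and MYBPC1 (0.696 and 0.727) in muscle.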

The lung was the only tissue that did not have any highly expressed tissue-specific genes (cut off Log_2_CPM > 10) at this developmental stage.

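The genes above a log2 CPM of 10 that lung shares with no other tissue include matrix, adhesion and ribosomal genes, none of them silent elsewhere. They number 24 and include FN1, COL6A3, COL4A1 and ELN of the matrix, TNS1 and FLNA of adhesion and actin, and IGF2R, which clears the IGF2 protein. None lies below 1 in every other tissue, where 12 such genes are found for liver, 3 for brain, 2 for muscle and 13 for placenta, all of the last unnamed loci. Above 10 alone, lung has 43 abundant genes, liver 47 and placenta 59.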

Muscle composition and quality of taurine and indicine cattle breeds differs [30] and is largely determined during fetal development [31]. We have previously reported greater fast myotube cross sectional area and greater bone size in taurine than indicine cattle fetuses at day 153 [8, 9]. In the present study we show that muscle contained the highest number of DE genes between purebreds amongst all studied tissues. 

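Of 25 heat shock genes measured in muscle, 6 were higher in Bi and none in Bt, among them the chaperones HSP90AB1 (-0.28 ± 0.07), HSPA8 (-0.27 ± 0.08) and DNAJA1 (-0.39 ± 0.12) and AHSA1, which drives HSP90 (-0.30 ± 0.09). Of 12 macrophage genes, 4 were higher in Bt, the complement genes C1QB (0.74 ± 0.16), C1QA (0.59 ± 0.16) and C1QC (0.60 ± 0.18) and the receptor subunit FCER1G (0.49 ± 0.12). None of 24 muscle fibre genes was called. Muscle is also the tissue in which the libraries of a group resemble each other most, so smaller differences can pass there.

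The heat shock list gives an adjusted p of 0.00491 (adjusted p = 0.601 with an estimated correlation) and the macrophage list 0.0141 (adjusted p = 0.601 with an estimated correlation). Adjusted over the list alone, 1 heat shock gene is higher and 9 are lower in Bt, and 5 macrophage genes are higher.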

Significantly enriched pathways included collagen metabolic process, collagen fibril organization, amino sugar and nucleotide sugar metabolism and glycine, serine and threonine metabolism. 

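Fewer matrix genes are called outside muscle, where a planted 1.5-fold change is also recovered less often (34% to 54% of 100 genes, against 77% in muscle). In liver, 4 of 46 were higher in Bt, with P4HA2 (0.50 ± 0.11) and PLOD2 (0.39 ± 0.10), which hydroxylate collagen, and COL6A3 (0.50 ± 0.13), and COL11A2 was lower (-1.64 ± 0.39). Lung had 1 higher and 1 lower of 46, and placenta none higher and 1 lower of 45. Amino sugar genes in liver include PGM1 and GALT, of galactose use (0.79), among 3 higher and 1 lower of 39.

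As a list, matrix genes give an adjusted p of 0.240 in liver, 0.770 in lung and 0.964 in placenta by camera, and 0.0475 in brain (adjusted p = 0.855 with an estimated correlation). These tests compare 6 Bt with 6 Bi fetuses in brain, liver and placenta and with 5 in lung.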

Genes in all four of these pathways had higher expression in Bt than in Bi fetuses. Although we did not examine gene expression in bone tissue, it is known that fetal muscle and bone growth are linked and collagen pathways also play a major role in bone growth [32].

Intrauterine stress increases the risk of adult disease through fetal programming mechanisms. Increased oxidative stress during embryonic and fetal growth can be caused by environmental and physiological conditions [33], and may affect key transcription factors that can alter gene expression during development [34]. From the GO pathway analysis in the current study, oxidation-reduction processes and oxidoreductase activity were found to be significantly associated with the DEGs between the two pure breeds that were in common to all five tissues.

Heat shock leads to oxidative stress, which has been associated with reduced production performance in *Bos taurus indicus* [35]. During heat stress the steady-state concentration of free radicals is disturbed, resulting in both cellular and mitochondrial oxidative damage [36]. A study of the effects of oxidative stress on cattle fertility indicated that in tropical areas, *Bos taurus taurus* bulls have a higher level of reactive oxygen species (ROS) in their semen than *Bos taurus indicus* bulls [37]. It has been suggested that these high levels of ROS cause major sperm defects in heat stressed *Bos taurus taurus* bulls [34]. 

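TXNRD2, which reduces thioredoxin in mitochondria, was higher in Bi lung (66.6 ± 5.08 CPM in 5 Bi against 40.7 ± 3.88 in 6 Bt; -0.71 ± 0.10, adjusted p = 0.000117) and Bi muscle (-0.39 ± 0.09, adjusted p = 0.00689). In placenta it was higher in Bt, at 48.6 ± 7.09 CPM against 32.0 ± 5.13 in Bi (0.61 ± 0.12, adjusted p = 0.00385). Brain (-0.37 ± 0.13, adjusted p = 0.113) and liver (-0.55 ± 0.23, adjusted p = 0.154) lie on the side of Bi without passing. TXN2, the mitochondrial thioredoxin that TXNRD2 serves, was higher in Bi lung (-0.72 ± 0.15), muscle (-0.32 ± 0.08), liver (-0.29 ± 0.08) and placenta (-0.27 ± 0.07).

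Against the other tissues the placental difference of TXNRD2 stands apart by 1.12 ± 0.20 (adjusted p = 0.000101), a comparison chosen after the values were seen. Limma-voom with sample quality weights calls brain (adjusted p = 0.0135) and liver (adjusted p = 0.0266), and edgeR calls liver without Bi fetus 46 (adjusted p = 0.0111). Of 33 antioxidant genes, 4 were higher and 7 lower in Bt muscle, 4 and 3 in lung, 4 and 4 in placenta, 2 and 1 in liver and 0 and 1 in brain.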

In our study, *TXNRD2,* a nuclear genome encoded mitochondrial protein that scavenges reactive oxygen species, had a higher level of expression in Bi than Bt in all tissues. It is possible that *TXNRD2* mediated protection of mitochondrial function may help indicine cattle to better adapt to hot environments.

The *HSD11B1L* encoded protein catalyses the interconversion of inactive to active glucocorticoids, e.g. the conversion of inactive cortisone to the active forms: corticosterone and cortisol. These are key hormones that regulate a variety of physiologic responses to stress through the hypothalamus-pituitary-adrenal (HPA) axis that is responsible for the adaptation of stress responses to restore homeostasis [38]. 

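HSD11B1L, related to the enzymes that regenerate cortisol, was higher in Bi placenta (-0.69 ± 0.09, adjusted p = 8.04e-05), lung (-0.80 ± 0.13, adjusted p = 0.000323), muscle (-1.08 ± 0.18, adjusted p = 0.000524) and brain (-0.62 ± 0.14, adjusted p = 0.0116). In placenta 6 Bt fetuses averaged 7.90 ± 0.58 CPM and 6 Bi 12.8 ± 0.35. In liver it lies on the same side without passing (-0.36 ± 0.15, adjusted p = 0.166), where 6 Bt fetuses averaged 5.19 ± 0.85 CPM and 6 Bi 6.65 ± 1.36. Without the liver of Bi fetus 46 the liver difference passes (adjusted p = 0.0346), and it does so in limma-voom with sample quality weights (adjusted p = 0.0207). No cross differed from the other (adjusted p = 0.766 to 0.989). How the fetuses respond to stress was not measured.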

Higher levels of *HSD11B1L* transcripts were found in all Bi tissues compared with Bt, which may allow indicus cattle to respond more rapidly than taurine cattle to stressful situations, including environmental and biological challenges.

Most of the genes that were DE in all five tissues showed changes in the level of expression in the same direction for all tissues. There were 3 exceptions with different directions of expression in the liver compared with the other 4 tissues. 

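Liver parts from the other tissues in how the subspecies differ for more genes than these. Over 13778 genes and 58 purebred libraries, 392 differ between liver and the mean of the other tissues in their Bt minus Bi difference, 180 toward Bt in liver. CHDH stands apart by -1.47 ± 0.34 (adjusted p = 0.00715) and STX11 by 1.02 ± 0.30 (adjusted p = 0.0456). Among others are LRRK1, a kinase (-1.20 ± 0.14), C1S, a complement protease (2.55 ± 0.36), and REC8, a cohesin of meiosis (-3.84 ± 0.55).

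STX11 also parts lung from the rest, by 1.80 ± 0.31 (adjusted p = 0.000400), a comparison chosen after the values were seen. Tissues of 1 fetus are not independent: with the fetus as a block the count is 476, with CHDH at -1.62 and STX11 at 1.35 (adjusted p = 0.00148 and 0.00635). Limma-voom with weights and a fetus correlation gives 872. Of 40 divisions of the 12 fetuses into groups of 6, in the fit without the block, 4 give at least as many genes as the real one. The highest of the others gives 567, so chance is not excluded for the count of 392 as a whole. The blocked count was not tested in this way.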

The liver plays an important role in metabolic processes and in immune system function, which affects the response to many diseases [39, 40]. We found that the expression of *AOX1* was higher in all Bi tissues except liver, where it was lower. 

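AOX1 has the smallest adjusted p of all genes in the comparison of tissues: liver stands apart from the other tissues by 2.83 ± 0.25 log2 units (adjusted p = 8.06e-12). With the fetus as a block it is 2.87 (adjusted p = 4.95e-11). In the liver of the crosses AOX1 shows no called difference (adjusted p = 0.738). It averages 225.1 ± 34.6 CPM in Bt x Bi and 205.8 ± 10.6 in Bi x Bt (6 fetuses each), between the pure groups. In brain it averages 6.48 ± 2.37 CPM in Bt x Bi and 8.60 ± 3.24 in Bi x Bt (adjusted p = 0.989), again between.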

*AOX1* produces hydrogen peroxide and catalyses the formation of superoxide. Levels of *AOX1* increase in mouse liver following infection [41] suggesting a role in immune response by stimulating host immunity, inflammation and coagulation. Indicine cattle are generally less susceptible to disease than taurine cattle [42, 43]. For example, they are more resistant to ticks [44] and tuberculosis [45]. 

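AOX1 is abundant in lung and liver and scarce in brain. Lung averages 447.9 ± 121.9 CPM in 6 Bt and 808.4 ± 116.7 in 5 Bi fetuses, muscle 33.0 ± 4.74 and 122.5 ± 14.0, placenta 86.1 ± 26.4 and 181.6 ± 34.8 in 6 of each, and brain 1.70 ± 0.92 and 12.7 ± 4.28. Liver averages 344.6 ± 84.2 CPM in Bt and 157.4 ± 38.4 in Bi. Bi is thus higher outside liver and lower in it. No value of a Bt fetus overlaps with one of a Bi fetus in any of the 5 tissues.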

Interestingly *AOX1* had lower levels of expression in Bi than Bt in tissues other than liver. The significance of this is unclear. The GO terms including genes that were DE between purebreds in this study showed that those involved in metabolic processes generally had significantly higher expression in Bt compared with Bi. Low metabolic rate has been associated with thermotolerance of *Bos taurus indicus* [46].

Interestingly, the genes that were DE between the liver of the pure-bred concepti, that were also differentially expressed between the reciprocal crossbred concepti, showed a higher expression when the sire was taurine for both sexes. For example, a critical nuclear receptor *NR4A1* had a higher level of expression in pure Bt and in the crossbred concepti when the sire was Bt. 

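Genes that separate both the pure livers and the crossbred livers number 1, the unplaced locus LOC113889271, higher in Bi and in Bi x Bt. By chance 0.147 would be shared. With sample quality weights, 244 genes are shared, where 266.3 would be by chance, and 178 of them have the same sign: 63 higher in Bt and Bt x Bi, and 115 higher in Bi and Bi x Bt. The others have opposite signs. DESeq2 shares 30 (9.10 by chance), 7 higher in Bt and Bt x Bi and 12 higher in Bi and Bi x Bt.

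Over the 1218 genes called between the pure livers, 767 (63.0%) keep their sign in Bt x Bi minus Bi x Bt, and the differences correlate at an r of 0.157. Without the liver of Bi fetus 46, 9 genes are shared, 7 of them higher in Bi and Bi x Bt. A fit of only the compared groups shares 5, 3 of them higher in Bi and Bi x Bt.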

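NR4A1, a nuclear receptor that answers stress and fasting signals in liver, averages 14.9 ± 2.39 CPM in 6 Bt livers and 9.71 ± 4.44 in 6 Bi. In the crosses it averages 12.1 ± 3.48 CPM with a Bt sire and 19.4 ± 4.28 with a Bi sire, the reverse order for the sire. Neither difference passes in edgeR (0.62 ± 0.24, adjusted p = 0.120; -0.68 ± 0.24, adjusted p = 0.297). Without the liver of Bi fetus 22 the pure difference passes (0.80, adjusted p = 0.0454). Limma-voom with sample quality weights calls the cross difference, higher with a Bi sire (adjusted p = 0.0320), and not the pure one (adjusted p = 0.0577).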

*NR4A1* is involved in inflammation, apoptosis, and glucose metabolism and also regulates a paternally imprinted gene, *SNRPN,* which affects neurological and spine development [47]. NR4A1 regulates energetic competence of mitochondria and promotes neuronal plasticity. However, studies in animal models and of neuropathologies in humans have shown that sustained expression of this gene results in increased sensitivity to chronic stress [48]. Higher levels of expression in Bt may be related to a reduced tolerance of stress including heat and drought conditions.

Genomic imprinting, which is reflected in a biased level of expression of one autosomal copy of a gene and is dependent on the parent of origin, has been reported in all mammalian species in which it has been assessed, e.g. mice [49], humans [50], and domesticated animals [51]. Both insulin-like growth factor (*IGF2*) and paternally expressed gene 3 (*PEG3*) are imprinted in humans, mice, cattle and other species [52, 53] and the paternally inherited copy is expressed during fetal development, with expression declining rapidly after birth [54]. Both genes play an important role in controlling fetal growth rate and nurturing behaviours in mammals. 

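IGF2, the main fetal growth factor, is uniform in lung (log2 CPM 13.2 ± 0.16 over 22 libraries), placenta (11.7 ± 0.26 over 23), muscle (10.9 ± 0.13 over 23) and liver (10.5 ± 0.24 over 24) and far lower in brain (4.34 ± 1.00 over 24). PEG3, an imprinted zinc finger gene of growth and maternal behaviour, is highest in placenta (12.1 ± 0.17) and liver (11.1 ± 0.46), and lower in brain (8.49 ± 0.16), muscle (7.05 ± 0.23) and lung (6.56 ± 0.35). The spread of IGF2 between fetuses is widest in brain.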

In the present study, *IGF2* and *PEG3* were highly expressed in all samples across the 4 pure and crossbred groups in all five tissues, suggesting that both *PEG3* and *IGF2* functions are essential at mid-gestation. 

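Subspecies and direction of cross leave IGF2 and PEG3 without a called difference in all 5 tissues. For IGF2, Bt minus Bi is 0.06 ± 0.13 in liver, 0.02 ± 0.10 in lung, 0.06 ± 0.07 in muscle, -0.07 ± 0.15 in placenta and -0.80 ± 0.48 in brain (adjusted p = 0.409 to 0.943). Bt x Bi minus Bi x Bt is largest in brain (-1.16 ± 0.48, adjusted p = 0.989). For PEG3 the smallest adjusted p between the subspecies is in muscle, 126.7 ± 21.0 CPM in 6 Bt and 155.0 ± 14.9 in 5 Bi fetuses (-0.29 ± 0.10, adjusted p = 0.0541). The other tissues lie between -0.32 ± 0.20 in lung and -0.07 ± 0.09 in placenta.

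PEG3 in muscle is close to the limit: limma-voom with sample quality weights (adjusted p = 0.0245), DESeq2 (adjusted p = 0.0319) and edgeR without Bt fetus 7 (adjusted p = 0.00746) call it higher in Bi. Total counts do not show which parental copy is active.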

The overall levels of *PEG3* and *IGF2* transcripts did not differ between breeds or the direction of the cross, although we were unable to assign transcripts to a parent of origin to test for imprinting.

## Conclusion

This study identified a large number of genes that showed significant tissue-specific expression differences between the taurine and the indicine breeds studied. These genes were found to participate in pathways related to tissue-specific function. Genes that were differentially expressed between Angus and Brahman in all tissues were found to relate to functions such as immune response and stress response, that may to some extent explain the higher resilience of Bi cattle. This study also identified genes that putatively have parent or breed of origin-controlled expression patterns. Exploring these further would require e.g. long read Iso-seq data to resolve haplotype specific expression. The current data provide a basis for future research on parental genome effects underlying phenotypic differences in cattle fetal development. Taking these factors into account in breeding and management may improve the welfare and productivity of cross-bred cattle in tropical environments.

## Material and methods

### Animals and sample collection

All animal experiments and procedures described in this study were compliant with national guidelines and approved by the University of Adelaide Animal Ethics Committee which follows ARRIVE Guidelines (https://arriveguidelines.org/) for approval and monitoring all studies involving live animals (Approval No. S-094-2005). The animals and semen used were pure bred Angus (*Bos taurus taurus*) and Brahman (*Bos taurus indicus*) cattle, subsequently referred to as Bt and Bi respectively. Purebred Bt and Bi females (heifers) of approximately 16–20 months of age were maintained on pasture supplemented with silage. The heifers were inseminated with semen of purebred Bt or Bi sires and pregnancy tested by ultrasound scanning. Pregnant heifers and their concepti were humanely sacrificed at day 153 +/− 1 of gestation and the conceptus dissected. Tissues were snap-frozen in liquid nitrogen and then stored at -80 °C as previously described [8]. The five tissues used in this study, brain, liver, lung, muscle and placenta, were taken from 3 male and 3 female concepti, from each of the 4 genetic combinations (Bt x Bt, Bi x Bt, Bt x Bi, Bi x Bi; paternal genome listed first), giving a total of 24 samples per tissue.

### RNA isolation, library preparation and sequencing

Total RNA was isolated from tissues using the RiboZero Gold kit, in accordance with the manufacturer’s recommendations (Illumina, San Diego, CA). Sequencing libraries were prepared with a KAPA Stranded RNA-Seq Library Preparation Kit following the Illumina paired-end library preparation protocol (Illumina, San Diego, CA). Paired-end (PE) sequence reads were produced on an Illumina NextSeq500 platform, 2 × 75 bp for placenta, lung and brain and 2x100bp for liver and muscle.

### Data analysis

FastQC [55] was used to assess read quality and adaptor sequences were removed using cutadapt (Martin, 2011). The UOA_Brahman and UOA_Angus genome assemblies (GCA_003369695.2; GCA_003369685.2) are more contiguous that the ARS-UCD1.2 assembly and are completely phased, for this reason, and that data were produced from Brahman and Angus fetuses, these sequences were chosen as the reference. RNA seq reads were aligned with both UOA_Brahman and UOA_Angus assemblies and better alignment was found using UOA_Brahman. Approximately 93.1% sequences aligned to the Brahman genome whereas only 90.3% sequences aligned to the Angus genome. Therefore, an extended bovine Brahman reference genome, consisting of the autosomes and X chromosome from UOA_Brahman_1 and the non-PAR Y chromosome from UOA_Angus_1 was used in the analyses. Reads were aligned to this reference using hisat2 [56]. The number of annotated clean reads for each gene was calculated using feature counts from the Rsubread package [57] with gene definitions from Refseq and Ensembl annotation v97. Genes with a count per million (CPM) reads below 0.5 were excluded. Multi-dimensional scaling (MDS) plots were created using plotMDS from the *limma* R package. The expression of genes was normalised across the libraries by the Trimmed Mean of M-values (TMM) [58], and potential batch effects due to samples being sequenced in different sequencing runs were accounted for using the RemoveBatchEffect function in the limma package*.* Ignoring sex difference, differentially expressed genes (DEGs) with a false discovery rate (FDR) < 0.05 after down-weighting high variation replicates, were identified using the *limma-voom* R package [59, 60]. Sequences identified as protein-coding genes in the assembly, but lacking names, were annotated using BLASTN with the nucleotide collection nr/nt [61], selecting the top annotated gene if it had more than 90% identity with the unknown gene.

### Functional analysis of DEGs

To facilitate functional analysis of DEGs, cattle gene IDs were converted to homologous human Ensembl gene IDs using BioMart R packages [62]. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Gene Ontology (GO) enrichment analyses of DEGs were performed using the *limma* R package [63]. GO terms for molecular functions (MF), biological processes (BP) and cellular components (CC) were interrogated. Fisher’s exact tests were carried out and an adjusted *P* value calculated using the Benjamini-Hochberg procedure for multiple tests (FDR). GO and KEGG terms with an adjusted P value < 0.05 were considered to be significantly enriched pathways. GSEA software was used to define and plot the pathway networks for DEGs**.**

### Identification of Brahman and Angus gene expression pattern in crossbred groups

Some phenotypes of the concepti differed depending on which was the paternal breed in Bt and Bi reciprocal crosses, e.g. birth weight and mature size [8, 9]. We tested whether this difference was reflected in gene expression differences during fetal development. Genes where total abundance of transcripts was dominated by paternal breed were defined as paternally-driven, or when abundance was dominated by the maternal breed to be maternally-driven. To identify such genes, we used the difference in expression between purebred concepti to define breed-specific transcript abundance. Specifically, the absolute difference of transcript abundance in Bt versus Bi provided a “normalization” of expected abundance for a crossbred conceptus. Using that difference as denominator, we then used the absolute difference in abundance between the reciprocal crosses to identify genes influenced by the parental origin.

For example, if we assume a transcript has a difference in abundance between Angus and Brahman (Bt x Bt / Bi x Bi) of 3.0 (i.e. higher in Angus) and the difference in abundance in Angus-sired crossbreds compared with Brahman-sired crossbreds (Bt x Bi / Bi x Bt) is 2.7, the ratio of differences is 0.9 and is consistent with parental-driven expression. We use an arbitrary threshold of > 0.8 to designate parental-driven expression. We then use the differences in expression between the purebreds and crossbreds to determine if the gene is maternally or paternally driven. For convenience, we define the four genetic groups, i.e., the purebreds and crossbreds, by digits, with Bt xBt, Bi x Bt, Bt x Bi, and Bi x Bi labelled as 1, 2, 3 and 4 respectively. All combinations of pairs of groups were compared, and for each gene the above ratio was calculated. Six combinations of expression differences were obtained: diff1–2, diff1–3, diff1–4, diff2–3, diff2–4 and diff3–4. The threshold was adjusted to identify genes in the following patterns:

1. Maternally driven-taurine: diff2–3/diff1–4 > 0.8, diff1–2/diff1–4 < 0.2, diff3–4/diff1–4 < 0.2, high expression level in Bt
2. Maternally driven-indicine: diff2–3/diff1–4 > 0.8, diff1–2/diff1–4 < 0.2, diff3–4/diff1–4 < 0.2, high expression level in Bi
3. Paternally driven-taurine: diff2–3/diff1–4 > 0.8, diff1–3/diff1–4 < 0.2, diff2–4/diff1–4 < 0.2, high expression level in Bt
4. Paternally driven-indicine: diff2–3/diff1–4 > 0.8, diff1–3/diff1–4 < 0.2, diff2–4/diff1–4 < 0.2, high expression level in Bi
5. Taurine dominant-Inhibition: diff2–3/diff1--4 < 0.2, diff24/ diff1–4 < 0.8, diff3–4/diff1–4 < 0.8, high expression level in Bi
6. Taurine dominant-Activation: diff2–3/diff1–4 < 0.2, diff2–4/ diff1–4 < 0.8, diff3–4/diff1–4 < 0.8, high expression level in Bt
7. Indicine dominant-Inhibition: diff2–3/diff1–4 < 0.2, diff1–2/diff1–4 < 0.8, diff1–3/diff1–4 < 0.8, high expression level in Bt
8. Indicine dominant-Inhibition: diff2–3/diff1–4 < 0.2, diff1–2/diff1–4 < 0.8, diff1–3/diff1–4 < 0.8, high expression level in Bi

Demonstrations of Bi and Bt gene expression patterns in crossbred groups are shown in Supplementary Fig. 3.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

Sequence data is available from the GEO under accession number GSE148909.

## Abbreviations

Bi: *Bos taurus taurus*
Bt: *Bos taurus indicus*
DEG: differentially expressed genes
PE reads: paired end reads
MDS: multi-dimensional scaling
PCA: principal components analysis.
CPM: counts per million.

# Supplementary material for: Distinctive gene expression patterns and imprinting signatures revealed in reciprocal crosses between cattle sub-species
**Source:** BMC Genomics. 2021 Jun 3;22:410. doi: 10.1186/s12864-021-07667-2
**Supplement:** Supplementary file 1 — Additional file 1.

**Distinctive gene expression patterns and imprinting signatures revealed in reciprocal crosses between cattle sub-species.**

Ruijie Liu, Rick Tearle, Wai Yee Low, Tong Chen, Dana Thomsen, Timothy P.L. Smith, Stefan Hiendleder, John L. Williams^*^

**SUPPLEMENTARY FIGURES**

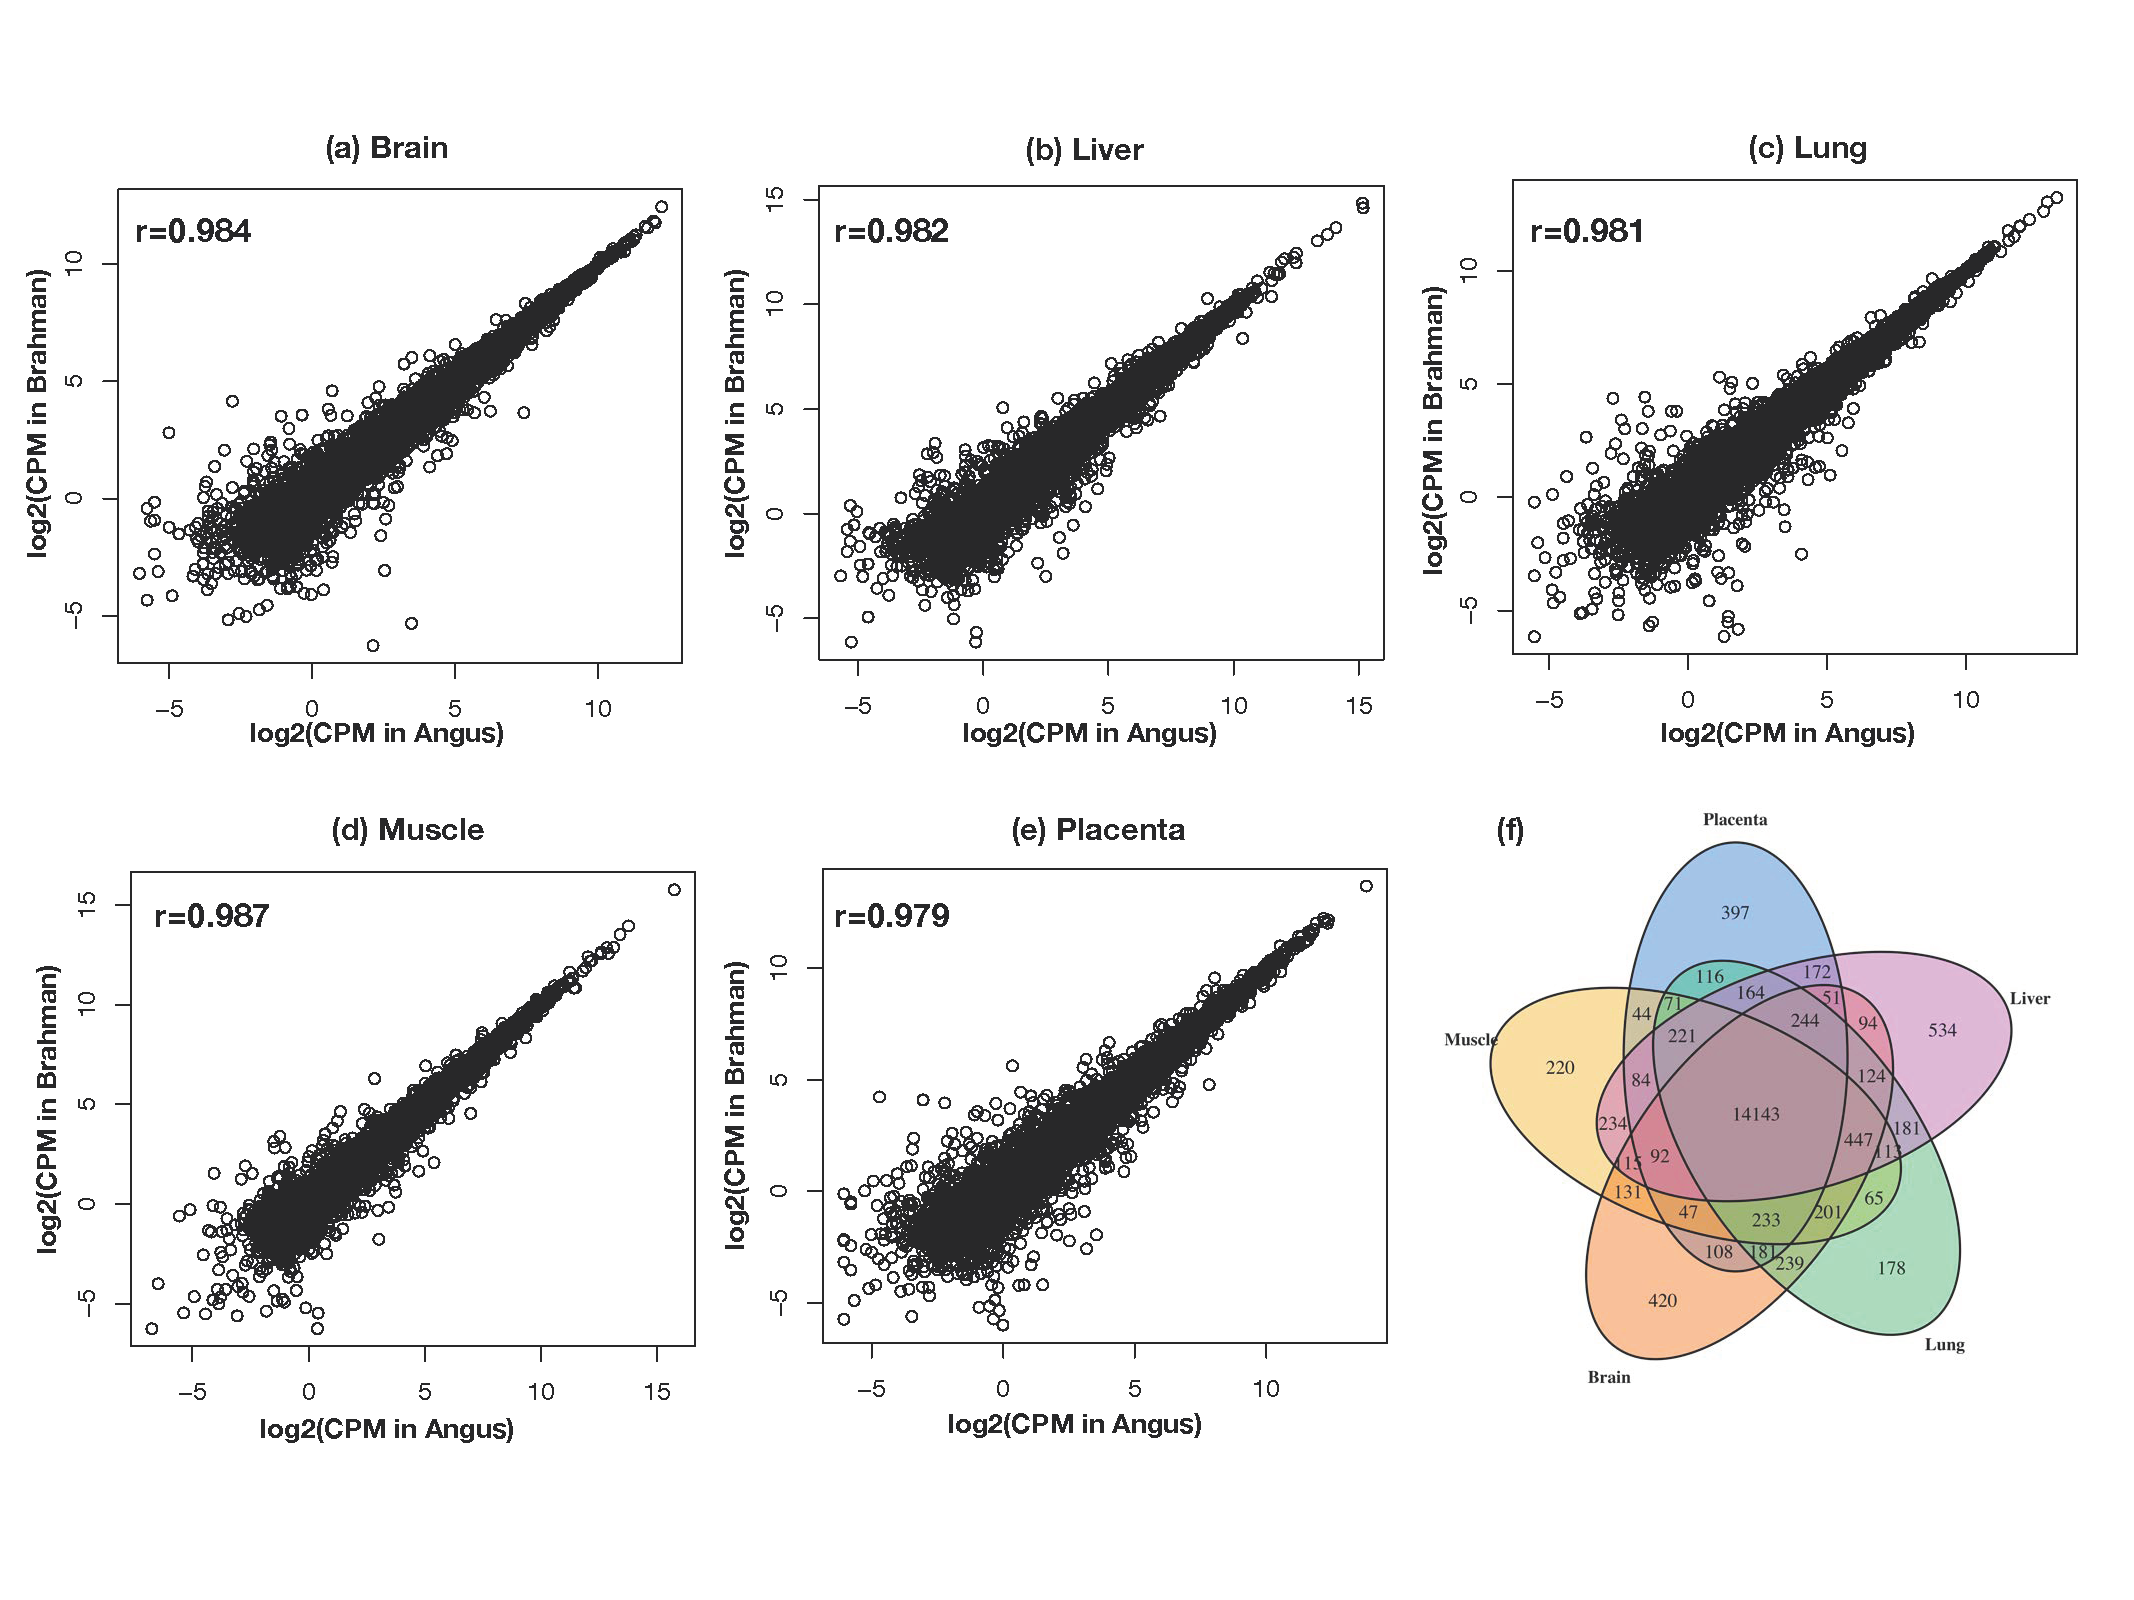

Supplementary Figure 1: Comparison of gene expression levels in five tissues for pure Bt and Bi. (a)-(e) The X and Y axes plot the gene expression counts (log2 count per million) in Bt vs Bi in Brain, Liver, Lung, Muscle and Placenta, respectively. f) Venn diagram shows the overlap of expressed genes in five tissues.

Supplementary Figure 2: Multi-dimensional scaling plots of genetic-difference in each tissue. Male samples are in blue and female samples are in red. The X and Y axes are in log2 fold changes. a) Brain; b) Liver; c) Lung; d) Muscle; e) Placenta.

Supplementary Figure 3: Demonstration of Bi and Bt gene expression pattern in crossbred groups. Only genes differentially expressed between purebred groups are considered. Average expression values from 4 genetic types are obtained. Bt xBt, Bi x Bt, Bt x Bi, and Bi x Bi (paternal genome listed first) are labelled as 1, 2, 3 and 4 respectively.a) Maternal genome driven – Taurine dominance. b) Maternal genome driven – Indicine dominance. c) Paternal genome driven – Taurine dominance. d) Paternal genome driven – Indicine dominance. e) Taurus driven additive expression, irrespective of parent. f) Indicus driven additive expression, irrespective of parent. g) Taurine dominant – inhibition. h) Taurine dominant – activation. i) Indicine dominant – inhibition. j) Indicine dominant – activation.

# Supplementary material for: Distinctive gene expression patterns and imprinting signatures revealed in reciprocal crosses between cattle sub-species
**Source:** BMC Genomics. 2021 Jun 3;22:410. doi: 10.1186/s12864-021-07667-2
**Supplement:** Supplementary file 2 — Additional file 2.

**Distinctive gene expression patterns and imprinting signatures revealed in reciprocal crosses between cattle sub-species.**

Ruijie Liu, Rick Tearle, Wai Yee Low, Tong Chen, Dana Thomsen, Timothy P.L. Smith, Stefan Hiendleder, John L. Williams^*^

**SUPPLEMETARY TABLES**

Supplementary Table 1: Top 20 highly expressed genes in five tissues.

Supplementary Table 2: Genes with annotation that are differentially expressed between Bi and Bt in all 5 tissues.

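For 7 annotated genes, the paper's shared differences include a locus of the same name on an unplaced scaffold, named by sequence match. Such a locus is called a copy here, though how alike the sequences are was not checked. The genes are RAD50 and TTC3, of DNA repair and ubiquitin, SLC25A20, KIAA1191, ZRANB1, PM20D2 and GMPS. In 27 of 35 pairs of gene and tissue, the placed gene and its copy lie on opposite sides. RAD50 in brain is higher in Bt at its placed locus (0.60) and far lower at its copy LOC113888702 (-4.48), and the summed counts give no call (-0.01, adjusted p = 0.986). TTC3 in brain is close to equal at its placed locus (-0.21) and higher in Bt at its copy LOC113888658 (2.97), with a sum of 0.26 (adjusted p = 0.212). GMPS, of guanine synthesis, stays lower in Bt liver in the sum (-0.47, adjusted p = 0.000118).

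Over the 35 pairs, the median absolute log2 fold change is 1.81 at the copies, 0.32 at the placed genes and 0.14 in the sums. Calls number 30 at the copies, 19 at the placed genes and 5 in the sums. The placed gene is the more abundant in 30 of the 35 and weighs most in the sum, so the sums alone do not settle these loci, and their differences are uncertain as differences in transcript abundance.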

Supplementary Table 2: Significant tissue specific GO terms which are based on tissue specific DEGs between Bt and Bi. N: total number of DEGs in a given GO term. Up: number of DEGs with higher expression in Angus for given GO term. Down: number of DEGs higher expression in Brahman for a given GO term. P.up: P-value for DEGs with increased expression. P.down: P-value for DEGs with reduced expression.

How the deposited data were processed for this re-analysis (not part of the article)

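The values are read counts per gene from 116 RNA sequencing libraries of 5 tissues of 24 fetuses at day 153 of gestation. These counts were made by the authors before deposit: per the processing notes of the submitters, reads were called with CASAVA 1.8.2, aligned with HISAT2 to the Brahman genome plus the Angus Y chromosome and counted per gene with featureCounts, and the paper's tests used edgeR 3.8.2 and limma 3.22.0. Alignment and counting were not repeated. Each file holds 28213 entries. The 156 without a gene name were left out, which leaves 28057 genes and removes 1.43e-05% to 0.00846% of the counts of a library. Genotype, sex, tissue and fetus number come from the sample records.

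Work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Within each tissue, genes above 0.5 CPM in at least as many libraries as the smallest group were kept, libraries were scaled by TMM, and all 4 genotypes entered 1 robust quasi-likelihood fit of edgeR. Unless another tool is named, every p of a gene is from that fit, and adjusted p values are Benjamini and Hochberg false discovery rates over all genes tested in that tissue and comparison. Groups have 5 or 6 fetuses, and the model borrows information on spread across genes. Levels are log2 CPM with a prior count of 2. Errors with a fold change are standard errors and errors with a mean are standard deviations between fetuses.

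The alternatives fixed before the files were opened are limma-voom with sample quality weights, DESeq2, RLE scaling, no filter on low counts, filterByExpr, sex or library set as covariate, a fit of only the compared groups, and leaving out each library of the compared groups in turn. Limma-voom without weights was added later. The sequencing runs that the paper adjusts for were not used here.

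Gene lists were fixed beforehand and tested with camera at a preset correlation of 0.01, adjusted over 34 lists, and again with an estimated correlation. To see what chance gives, the fetuses of the compared groups were divided anew in 40 ways, the real one included, out of 462 possible. For the patterns of inheritance, 200 bootstrap sets placed each cross midway between the pure groups and kept the spread between fetuses. Patterns are set by distances on the scale from Bi (0) to Bt (1). A maternal or paternal pattern needs each cross within 0.2 of that parent's pure mean and the crosses more than 0.8 apart. Dominance needs both crosses more than 0.8 from the other pure mean and less than 0.2 apart, without an upper bound. The paper prints its dominance rules with ratios below 0.8. They were read as above 0.8 here, since as printed a gene would meet the taurine and the indicine rule at once. For recovery, known changes were planted in 100 genes per size.

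Named genes were picked by rule: the 6 largest rises and 6 largest falls among called genes with a symbol, a mean log2 CPM of at least 1 and no overlap between groups, every gene the paper names in its text or Fig. 3, and up to 4 members of each list described, by smallest adjusted p. The values of Supplementary Tables 1 and 2 had been seen before. The pairing of tissues to fetuses comes from the fetus numbers in the sample records. Over 13268 genes, the median correlation between tissues of the same fetus is 0.140 to 0.373 in the 10 tissue pairs, against -0.0851 to -0.0348 for other fetuses of the same group.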

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

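These values stood out by a rule fixed beforehand. By chance the rule marks about 1 group in 20, so 5 of the 100 groups tested, and it marked 13. The erythroid test of fetus 46, the division of copies by abundance, and the TXNRD2 placenta and STX11 lung comparisons, were chosen only after results had been seen.

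The first pattern is the liver difference between the crosses, which depends on the tool: 2128 genes by limma-voom with sample quality weights, 3 without them, 2 by edgeR, 165 by edgeR on only those groups and 85 by DESeq2. Adding the ribosomal list mean to the weighted fit leaves 4 genes, and adding the hepatocyte list mean leaves 16. The ribosomal mean itself differs between the crosses (0.3275, exact permutation p = 0.00433), so the fit cannot tell a shift in RNA or library yield from a real change in protein synthesis. A different share of hepatocytes fits the drop to 16, but the hepatocyte mean itself differs between the crosses by 0.2028 at an exact permutation p of 0.0671, and an erythroid mean that hardly differs (p = 0.747) also lowers the count, to 1215. Depth can be excluded, because 1749 genes remain after all livers are thinned to 23393272 counts.

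The next pattern is the liver of Bi fetus 46, whose root mean square distance from its group is 0.96437 (next 0.51591). Its interferon list mean is 5.4459 in liver, and 4.058 in its brain, the highest of 24, and its liver is high in lymphocyte (2.1932, median of the others 0.34124) and myeloid genes (6.2165, 4.8638). An immune response of the whole fetus remains possible, and its placenta ranks 4 of 23. Its position of -0.0577 on a scale from the other Bi livers (0) to Bt (1) argues against a library of another breed group. The genes of that scale were called with this liver labelled Bi, which favours a position near 0. In the map after removal of tissue means, which uses no genotype labels, it lies at -0.719 on dimension 2. Male Bi libraries, this one included, average -0.667 ± 0.071 there. More blood in the sample stays open: its erythroid mean ranks 24 of 24, but the high level in all livers (median of the others 7.5874, against 2.5729 in brain) would hide added blood.

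The last pattern is the shared differences at unplaced copies of placed genes. Whether reads of 1 subspecies were counted at a copy is not decided by the share of the difference that the summed counts keep (0.0782), because in 30 of 35 cases the placed gene is more abundant and weighs most in the sum. Among these, RAD50 is called higher in Bt at its placed gene in all 5 tissues (0.2243 to 0.7718) and lower at its copy (-4.48 to -2.908). Its sums differ by 0.1418 at most and none is called, which fits such reads. In the 5 cases where the copy is more abundant, all KIAA1191, both move in opposite directions. There the sums differ by 0.1103 at most, which also fits such reads. Reads of Angus fetuses lost against a Brahman reference cannot be told apart from biology, as 58.7% of the shared genes (44 of 75) are higher in Bi in most tissues (95% interval 46.7 to 69.92).

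Total counts stood out at 128934344 in Brain BiBi 99 (next 46245096), 77364862 in Liver BtBt 60 (39608821), 98395205 in Lung BiBi 22 (29773796), 47545473 in Placenta BtBt 103 (35086735) and 48684246 in Placenta BtBi 61 (28843065). Distance from the own group stood out at 0.47321 in Lung BiBi 56 (0.42687) and 0.6631 in Placenta BtBi 106 (0.49671). Interferon means stood out at 3.8439 in Placenta BtBi 106 (3.1621), and low at 2.9766 in Lung BtBt 105 (3.1845) and 3.0436 in Placenta BiBt 62 (3.8797). Differences between tissues stood out for AOX1 (2.829), CHDH (-1.467) and STX11 (1.023) in liver, TXNRD2 (1.117) in placenta and STX11 (1.797) in lung.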

How the results depend on the processing

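Over 61 results and 546 alternatives, 407 values stay within 1.5 times the first and 139 move; the cause was not tested. The alternatives of dividing by gene length and of 10 kb around long noncoding RNA were not run, and sequencing runs could not be adjusted for. Limma-voom without weights, and leaving out Bi fetus 46 beyond the purebred liver comparison, were chosen after values were seen. Of 2785 values for named genes, 2728 stay, 43 are weaker, 12 stronger and 2 reversed: STX11 in liver, at 0.8975 with sample quality weights and -0.2181 (without Bi fetus 65) to 0.7193 (without Bi fetus 46) with 1 liver left out.

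Limma-voom with sample quality weights gives 2079 purebred genes in liver, 11 reciprocal genes in brain, 2128 in liver and 15 in lung, 750 for Bt x Bi against Bi, 47 for Bt x Bi against Bt, 381 for Bi x Bt against Bt, 192 for Bi x Bt against Bi, an overlap of 244, and 185 liver patterns. It puts 66.33%, 73.11%, 73.47%, 84.5% and 65% of purebred genes under 2-fold in brain, liver, lung, muscle and placenta. DESeq2 gives 3, 85, 24, 76 and 28 reciprocal genes in those tissues, 311, 93, 279 and 183 for the liver pairs, an overlap of 30, and 66.95%, 68.58%, 74.79%, 84.06% and 65.99% under 2-fold. Without weights, limma-voom gives 5 for Bt x Bi against Bt, 45 for Bi x Bt against Bi, 3 reciprocal genes in liver and an overlap of 2. No filter gives 9 for Bt x Bi against Bt, 16 for Bi x Bt against Bi and 51.96%, 52.03%, 63.28%, 72.76% and 51.91% under 2-fold. FilterByExpr gives 8 for Bt x Bi against Bt and 13 reciprocal genes in muscle. Sex as covariate gives 1 reciprocal gene in lung and 1 called list in brain, and the library set 599 purebred genes in brain. Fits of only the compared groups give 425 purebred genes in brain and 427 in liver, 1, 165 and 1 reciprocal genes in brain, liver and lung, 4, 162 and 2 for Bt x Bi against Bi, Bi x Bt against Bt and Bi x Bt against Bi, 29 shared genes and an overlap of 5.

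A limit of 1.5-fold gives 242, 361, 379, 404 and 377 genes in 1 tissue only. Patterns as printed in the paper number 436, 523, 832, 1041 and 586, and limits of 0.7 and 0.3 give 140, 172, 266, 289 and 180. Position among 2-fold genes is 0.4898 for Bi x Bt lung and 0.5931 for Bt x Bi muscle. With an estimated correlation 0 lists are called in brain, liver, muscle and placenta, and fry calls 4 in brain, 0 in liver, 3 in lung and 12 in muscle. In the map of samples, the share of dimension 1 that lies between genotypes becomes 0.9794 with autosomal genes only. With the fetus as a block, the tissue-by-breed count of 392 becomes 476, and 872 in limma-voom with weights.

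Leaving out 1 library gives 658 to 976 purebred genes in brain, 896 to 1962 in liver, 1348 to 1653 in lung, 1680 to 2287 in muscle and 971 to 1145 in placenta. Reciprocal genes run 0 to 2 in brain, 2 to 19 in liver, 0 to 2 in lung, 2 to 12 in muscle and 0 to 2 in placenta. The liver pairs run 48 to 227 for Bt x Bi against Bi, 5 to 25 for Bt x Bi against Bt, 28 to 182 for Bi x Bt against Bt and 10 to 42 for Bi x Bt against Bi. Patterns run 29 to 71 in brain, 36 to 83 in liver, 52 to 122 in lung, 71 to 125 in muscle and 33 to 78 in placenta. Without the liver of Bi fetus 46 the shared genes are 84, genes in any tissue 5657, liver-only genes 262, the overlap 9 and the share under 2-fold in liver 72.17%.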

Differences from the paper's values

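Of 77 values compared with the paper, 31 differ by more than 1.5 times. In liver the paper's 2515 purebred genes are 1218 here; limma-voom with sample quality weights (2079), DESeq2 (1779) and leaving out Bi fetus 46 (1962) come within that range, and RLE scaling (1209), no filter (1207), filterByExpr (1318), sex (1199) and a fit of only those groups (427) do not. The paper's 2473 reciprocal genes are 2 here, and its 143 above 2-fold are 2. Weighted limma-voom reaches 2128 and 138, while DESeq2 gives 85 and 35, only those groups 165 and 28, RLE scaling, no filter, filterByExpr and sex 2, and limma-voom without weights, added later, 3.

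For the liver pairs, the paper's 1276 for Bt x Bi against Bi is 100 here and no setting comes near (weighted limma-voom 750, DESeq2 311, RLE 99, no filter 91, filterByExpr 96, sex 100, only those groups 4). Its 219 for Bt x Bi against Bt is 15 (47, 93, 16, 9, 8, 12 and 14 in that order). Its 317 for Bi x Bt against Bt is 64, where weighted limma-voom (381) and DESeq2 (279) come near and the others do not (61, 54, 58, 60 and 162). Its 150 for Bi x Bt against Bi is 27, where weighted limma-voom (192) and DESeq2 (183) come near and the others do not (22, 16, 28, 23 and 2).

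The paper's 388 genes of muscle alone, its highest count of any tissue, are 161 here, where placenta has the most (240, against 191 in the paper). The muscle count is 404 with a limit of 1.5-fold, 148 with weighted limma-voom, 144 with DESeq2 and 161 with RLE. The paper's 5 genes among the 20 most abundant of all 5 tissues are 0 here, and the alternative set for this, division by gene length, was not run. The paper's Supplementary Table 1 shares 20 of 20 genes with the present lists in brain and 16 to 19 elsewhere, with levels within 0.000291 log2 units, so the gap does not come from these levels. The paper's 672 genes in a pattern are 328 here, with the dominance rules read as above 0.8 where the paper prints below; limits of 0.7 and 0.3 (928) and weighted limma-voom (542) come near, and the rules as printed (2713) and linear CPM (341) do not.

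In Table 1, the paper's and the present counts differ by more than 1.5 times in 21 of 40 cells. For genes following the dam and higher in Bt they are 12 and 6 in liver, 16 and 8 in muscle and 0 and 2 in placenta, and higher in Bi 0 and 1 in brain, 11 and 4 in liver, 4 and 2 in lung and 5 and 1 in placenta. For genes following the sire and higher in Bt they are 24 and 7 in liver and 16 and 10 in muscle, and higher in Bi 5 and 3 in brain and 36 and 12 in liver. For taurine activation they are 65 and 14 in liver, 33 and 21 in muscle and 25 and 14 in placenta, and for taurine inhibition 30 and 7 in liver and 12 and 5 in placenta. For indicine activation they are 38 and 6 in liver, and for indicine inhibition 2 and 0 in brain, 22 and 2 in liver, 3 and 0 in lung and 5 and 2 in placenta. Genes called by weighted limma-voom bring all of these within 1.5 times except brain genes following the dam and higher in Bi (1) and taurine activation in liver (41). Limits of 0.7 and 0.3 bring 8 of the 21 cells within that range, linear CPM 4 and the rules as printed none.

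On genes and directions, the paper has TXNRD2 higher in Bi in all tissues, and here it is higher in Bt in placenta. The paper has NR4A1 higher with a Bt sire, and here it is higher with a Bi sire in the crosses without passing. The paper has the overlapping liver genes higher with a taurine sire, and with sample quality weights 178 of 244 have the same sign in both comparisons, 115 of them higher with a Bi sire and 63 with a Bt sire, while the rest were not counted by sire. For the Bi x Bt liver the paper proposes that the dam breed dominates, and here as there the smaller count is against Bi, the breed of the sire. The paper's text gives AOX1 outside liver in opposite directions in separate places, and here it is higher in Bi there. Of the 50 annotated shared genes of the paper, 25 are shared here, 45 with weighted limma-voom and 32 with DESeq2. Table 1 of the paper does not add up to 672.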

Other observations

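The bootstrap and imprinted tests below were chosen only after results had been seen.

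Interferon and antigen presentation genes average higher in Bi in brain, liver and placenta, but Bi fetus 46 alone has the highest mean in liver (5.4459, next 3.4538) and brain (4.058, next 2.5649), and the difference was not tested without it. In brain 5 of 30 passed, HERC6 (-1.43 ± 0.18), IRF1 (-1.13 ± 0.24), DDX58 (-0.80 ± 0.18) and PSMB9 (-2.29 ± 0.66) among them, with a list adjusted p of 0.00192 (adjusted p = 0.855 with an estimated correlation). In placenta 4 of 31 passed, among them CD74 (-1.86 ± 0.50) and NLRC5 (-1.95 ± 0.59), with a list adjusted p of 0.0132 (adjusted p = 0.922 with an estimated correlation). In liver 2 of 30 passed, with a list adjusted p of 0.0264 (adjusted p = 0.973 with an estimated correlation). Hepatocyte markers lie higher in Bt liver, with TTR (0.83 ± 0.20), FETUB (1.01 ± 0.25) and ALB (0.55 ± 0.15) called and a list adjusted p of 0.00470 (adjusted p = 0.973 with an estimated correlation).

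Known imprinted genes may account for part of the genes that follow 1 parent. Of 10 imprinted genes called between the subspecies, 3 follow the sire in at least 1 tissue (MKRN3 in liver and muscle but not placenta, DLK1 and PEG10), against 2.146% of the other 5173 that follow either parent (Fisher exact p = 0.00111). Pairs of gene and tissue that follow 1 parent number 121, and the bootstrap sets, drawn for each tissue on its own, reach 59 at most. By tissue, liver (29, sets up to 17) and muscle (41, up to 39) exceed the sets. Lung (22, up to 42), placenta (21, up to 33) and brain (8, up to 18) do not. Tissues of 1 fetus deviate together, so the summed range is too narrow to exclude additive expression with spread between fetuses. Dominance of 1 subspecies is not separated from it: 226 pairs, where the bootstrap sets reach 483. That rests on the error of the midpoint, added after a first version without it had reached 176 for all patterns together, against 347 observed. Allele-specific reads from the same fetuses would test MKRN3, DLK1 and PEG10 directly.

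A male fetus has its only X from its dam, so X-linked differences between cross males should follow the dam. The median slope over the tissues is -0.273 (-0.223 in brain, -0.532 in liver, 0.0229 in lung, -0.323 in muscle and -0.273 in placenta), where a negative slope follows the dam. With 2 or 3 males per cross, its size is uncertain. Averaged over tissues, males lie at 0.640 to 0.729 in Bi x Bt and 0.258 to 0.585 in Bt x Bi on X-linked genes (0 Bi, 1 Bt). Females lie at 0.251 to 0.511 and 0.545 to 0.626 (3 fetuses per cross and sex). In females the X-linked slopes are 0.0917 to 0.360, and in males the autosomal slopes are 0.0111 to 0.121. X-linked genes have opposite signs in 60% to 77.2% of cases in males and 24% to 43.0% in females, which is consistent with the direction but was not tested.

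Among 40 divisions of the fetuses, only 1, the real one, reaches the real count of purebred genes in any tissue, where the highest other counts are 51 in brain, 259 in liver, 409 in lung, 507 in muscle and 37 in placenta. The same holds for genes in any tissue (843), shared genes (0), the liver pairs (2, 2, 0 and 2), reciprocal genes in liver (0) and muscle (4), and the weighted liver count (19). With 40 of 462 possible divisions drawn, chance is an unlikely source of these counts but is not excluded. For reciprocal genes in placenta (5 divisions, highest other 46) and the tissue-by-breed count without the fetus as a block (4, highest other 567), other divisions reach the real count. Chance stays open for both. In brain and lung the real reciprocal count is 0, which all 40 divisions reach (highest other 1 and 2), so the divisions cannot decide there.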
